# Gut microbes shape microglia and cognitive function during malnutrition

**DOI:** 10.1002/glia.24139

**Published:** 2022-01-12

**Authors:** Kylynda C. Bauer, Elisa M. York, Mihai S. Cirstea, Nina Radisavljevic, Charisse Petersen, Kelsey E. Huus, Eric M. Brown, Tahereh Bozorgmehr, Rebeca Berdún, Louis‐Philippe Bernier, Amy H. Y. Lee, Sarah E. Woodward, Zakhar Krekhno, Jun Han, Robert E. W. Hancock, Victoria Ayala, Brian A. MacVicar, Barton Brett Finlay

**Keywords:** behavior, gut‐brain axis, malnutrition, microbiome, microglia, neurometabolism

## Abstract

Fecal‐oral contamination promotes malnutrition pathology. Lasting consequences of early life malnutrition include cognitive impairment, but the underlying pathology and influence of gut microbes remain largely unknown. Here, we utilize an established murine model combining malnutrition and iterative exposure to fecal commensals (MAL‐BG). The MAL‐BG model was analyzed in comparison to malnourished (MAL mice) and healthy (CON mice) controls. Malnourished mice display poor spatial memory and learning plasticity, as well as altered microglia, non‐neuronal CNS cells that regulate neuroimmune responses and brain plasticity. Chronic fecal‐oral exposures shaped microglial morphology and transcriptional profile, promoting phagocytic features in MAL‐BG mice. Unexpectedly, these changes occurred independently from significant cytokine‐induced inflammation or blood–brain barrier (BBB) disruption, key gut‐brain pathways. Metabolomic profiling of the MAL‐BG cortex revealed altered polyunsaturated fatty acid (PUFA) profiles and systemic lipoxidative stress. In contrast, supplementation with an ω3 PUFA/antioxidant‐associated diet (PAO) mitigated cognitive deficits within the MAL‐BG model. These findings provide valued insight into the malnourished gut microbiota‐brain axis, highlighting PUFA metabolism as a potential therapeutic target.

## 1 INTRODUCTION

Undernutrition affects one‐tenth of the global population (Roser & Ritchie, 2019). Nearly 150 million children under the age of five exhibit stunting (low height‐for‐age) and over 49 million children exhibit wasting (low weight‐for‐age) (UNICEF/WHO/World Bank Group, 2019). The ongoing COVID‐19 pandemic is anticipated to significantly exacerbate malnutrition, disrupting societal and environmental factors contributing to poverty (Akseer et al., 2020; Littlejohn & Finlay, 2021; Osendarp et al., 2021).

Interdependent societal (e.g., political instability, socioeconomic status) and environmental factors not only promote poverty, but also contribute to the biological consequences of malnutrition (Black et al., 2013; Blanton, Barratt, et al., 2016; Smith & Haddad, 2015). Environmental factors range from climate change to poor sanitation, water quality, and/or hygiene practices (Blanton, Barratt, et al., 2016; Phalkey et al., 2015; Tofail et al., 2018). These latter conditions promote microbial fecal‐oral contamination and subsequent gastrointestinal (GI) insult. Chronic GI dysbiosis and nutrient deficiency form a deadly cycle of deteriorating nutritional status and health, linked to childhood stunting and lasting immune, metabolic, and cognitive impairment within malnourished communities (Black et al., 2013; Blanton, Barratt, et al., 2016; Di Giovanni et al., 2016; Guerrant et al., 2013). Despite continued progress in the pathology and treatment of malnutrition, the precise role of fecal‐oral contamination remains largely unexplored.

Reported models of undernutrition include protein‐energy malnutrition (Muzi‐Filho et al., 2013), maternal malnutrition (Holemans et al., 2003), micronutrient deficiencies (Keen et al., 2003), and designer diets replicating the nutritional sources of specific, undernourished communities (Blanton, Barratt, et al., 2016). More recently, researchers have utilized gnotobiotic rodent models, demonstrating a causal role for the malnourished microbiota in physical stunting and metabolic shifts. Fecal microbiota transplantation of the early‐life malnourished microbiota promoted stunting and metabolic shifts in gnotobiotic mice (Blanton, Charbonneau, et al., 2016), while microbiome‐targeted therapies improved growth and neurodevelopmental markers, notably neurotrophin proteins, in both murine models and a randomized, double‐blind clinical trial (Gehrig et al., 2019). Indeed, gut microbes likely influence neurological pathology of malnutrition. Recent studies have linked the dysbiotic (altered) gut microbiota to blood–brain barrier (BBB) deficits (Braniste et al., 2014), aberrant neuroinflammation (Fung et al., 2017; Sampson et al., 2016), and disrupted neurodevelopment (Borre et al., 2014; Erny et al., 2015).

We specifically assessed the impact of fecal‐oral contamination and malnutrition on microglia, non‐neuronal cells whose functionality and maturation are shaped by commensal microbes (Erny et al., 2015). As resident macrophages of the CNS, microglia extend motile processes into the neural environment (brain parenchyma) dynamically responding to environmental cues (Nimmerjahn et al., 2005; Wu et al., 2015). Microglia regulate neuroinflammatory responses, counter pathogens, and scavenge debris through dynamic phagocytic processes (Brown & Neher, 2014; Prinz & Priller, 2014; Wu et al., 2015; York, Bernier, & MacVicar, 2018). Microglia phagocytosis also shapes neurodevelopment and brain plasticity. During development, microglia actively prune neuronal synapses to promote appropriate communication along neural networks. Microglia continue to sculpt cognitive capacity throughout adulthood, shaping synaptic strength and plasticity (Wu et al., 2015; York, Bernier, & MacVicar, 2018). Microglial dysfunction, consequently, contributes to the etiology and/or pathology of many neural disorders (Prinz & Priller, 2014; Sampson et al., 2016).

Here, we utilized well‐established malnutrition models, MAL and MAL‐BG, fed a protein/fat‐deficient and carbohydrate‐rich diet, deficits frequently reported among undernourished communities (Bauer et al., 2020; Brown et al., 2015; Huus et al., 2020; Nr et al., 1990). In addition to poor diet, MAL‐BG mice received iterative fecal microbial exposures (**mal**nutrition + **b**acterial **g**avage of *Escherichia coli*/Bacteroidales). These commensals were associated with growth deficits within independent murine models and malnourished, pediatric cohorts (Brown et al., 2015; Kau et al., 2015; Li et al., 2019; Robertson et al., 2019).

We report altered cognitive, microglial, and microbiome features in malnourished mice exposed to fecal‐oral contamination. MAL‐BG microglia exhibit impaired morphology, transcriptional profile, and phagocytic features. These microglial alterations occur independently from significant BBB deficits or elevated proinflammatory cytokines (TNF‐α, IL‐6) within the CNS. Metabolomic profiling, however, revealed shifts in polyunsaturated fatty acid (PUFA) metabolism and lipoxidative stress within the MAL‐BG CNS. Moreover, supplementation with ω3 PUFAs and vitamin antioxidants (PAO diet) improved cognitive deficits in the MAL‐BG model. Collectively, our results highlight dynamic microglial responses to commensal microbes and diet, identifying fatty acid metabolism as a potential gut‐brain pathway informing neurocognitive consequences of childhood malnutrition.

## 2 METHODS

### 2.1 Mouse studies

Three‐week‐old female C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME) were housed in the Modified Barrier Facility at the University of British Columbia on a 12‐h light–dark cycle. On arrival, mice were randomized and housed in separate groups (3–5 per group, ventilated cages with wood chip bedding and enrichment). Mice were fed either a standard mouse chow (D09051102: Research Diets, New Brunswick, NJ; Supplemental File 1) or an isocaloric low‐protein/fat diet (D14071001). While malnutrition refers to any deviation from healthy nutritional status, undernutrition specifies nutritional deficiency. Despite protein and fat deficiencies, the D14071001 diet has standard caloric content. To maintain consistent naming with earlier publications, mice fed this diet are referenced as malnourished or MAL (Bauer et al., 2020; Brown et al., 2015; Huus et al., 2020). Mice received ad libitum chow and water.

To assess microglia morphology and motility (Figure 2 and Figure S3), we utilized weaned male and female CX3CR1^+/EGFP^ mice ranging 3–6 weeks old at initiation of trial on C57BL/6 background (Jung et al., 2000), which were bred and housed at the Animal Resource Unit facility at the University of British Columbia. Apparent sex differences were not observed in the study. The microglia analyses for the PAO intervention trial utilized newly‐weaned female C57BL/6 mice housed at the Modified Barrier Facility. All animal work was done in accordance with the Animal Care Committee at the University of British Columbia and the Canadian Council on Animal Care guidelines.

### 2.2 MAL‐BG model

To elicit MAL‐BG features, a subgroup of mice on the low‐protein diet was exposed to a cocktail of seven commensal bacteria as previously reported (Brown et al., 2015). Original bacterial strains were provided by Emma Allen‐Vercoe (University of Guelph). Briefly, frozen stocks of bacterial cultures were plated on FAA in anaerobic conditions. Bacteria were mixed in a 1:1 ratio in sterile, reduced PBS for oral gavage (100 μl, 10^9^cells/ml). Three gavages were administered over a period of 5 days 2 weeks following initiation of the experimental diets. To control for gavage stress, non‐MAL‐BG mice received PBS gavages over the same period.

### 2.3 PAO intervention

To assess whether MAL‐BG features could be reversed, ω3 PUFA‐enriched, antioxidant‐associated (PAO) diets with were developed. The CON‐PAO and MAL‐PAO diets matched CON (D09051102) and MAL (D14071001) diets, respectively, in caloric value and carbohydrate/protein content. PAO diets were supplemented with vitamin antioxidants (vitamin E, ascorbic acid). Menhaden (fish) oil (ω3 high) replaced soybean oil (ω6 high), as the dietary fat source. Four groups of mice were analyzed for antioxidant experiments: CON, MAL‐BG, CON‐PAO, and MBG‐PAO (MAL‐BG model on the MAL‐PAO diet). Full dietary breakdown provided in Supplemental File 1. Mice were placed on the diets at 3 weeks of age and maintained on PAO intervention for 33 days. Mice received ad libitum chow and water.

### 2.4 Mouse behavioral tests

Testing order (CON, MAL, MAL‐BG, CON‐AO, or MBG‐PAO) was randomized prior to behavioral tests. Mouse movements were recorded via Go‐PRO (HERO 4, HERO Black 6). Tracking and scoring videos were analyzed by blinded analysis with ANY‐Maze software or a blinded observer.

#### 2.4.1 Open field test

The open field test (OFT) measures rodent locomotion and anxiety‐like behavior. Mice were placed in an OFT box (49 Liter Tote, Home Depot: 39.4 × 56.4 × 31.8 cm^3^). The base of the box was divided into a grid with a defined open field (22 × 11 cm^2^). Individual mice were placed in the OFT box for 5 min and allowed to explore freely. The OFT box was cleaned with 70% ethanol between use.

#### 2.4.2 Novel object recognition test (NORT)

To assess exploratory behaviors, two identical objects were placed in the OFT box at opposing sides. Individual mice were allowed to freely explore objects for a 3 min habituation phase. Following a 3‐h delay period, one object was replaced by a distinct, yet similarly sized object (novel object). Individual mice were returned to the OFT for a 3 min test phase. A blinded observer recorded interaction times. For this test, we defined mouse interaction as sniffing and/or placing the snout on the object.

#### 2.4.3 Light–dark test

Mice were placed in a 10.5 × 34.5 cm^2^ light–dark box (one third light zone, two third dark zone). Animals were allowed to freely explore for 3 min, the light–dark box was cleaned with 70% ethanol between use.

#### 2.4.4 Morris water maze

The Morris water maze (MWM) was utilized to assess learning and spatial memory in mice. Testing occurred at the University of British Columbia Modified Barrier Facility. Mice were tested in a pool ~116 cm diameter (water temperature, 21–23°C). The testing arena was supplied with indirect light with the MWM pool surrounded by distal visual cues. A circular platform (11 cm diameter) was used as the goal platform (see Figure S2f). Fecal droppings were removed from the platform between trials. After testing, mice were gently dried and placed in a warming cage prior to returning to their home cage. Platform and animal start positions were randomly determined for each of the training and testing days. Certain mice in MWM tests were removed due to video recorder malfunction and/or prolonged swim refusal (≤3 mice/trial of 48 total mice [Figure 1] or 32 total mice [Figure 5]). All mouse removals were selected during blinded analyses.

#### 2.4.5 Visible platform training (1 day, four trials)

Fixed mouse start position/variable platform location—in this habituation day, individual mice were given 60 s to locate the visible goal platform (opaque top, 1–1.5 cm above water). Mice that failed to climb the platform within 60 s were gently guided onto the goal platform. To promote spatial memory, mice were given a 30 s rest period on the platform between successive trials. All mice were able to recognize the platform by the end of training.

#### 2.4.6 Acquisition training (2 days, 12 trials)

Variable mouse start position/fixed platform location—the goal platform was not visible (clear top, 0.5 cm submerged) during acquisition periods. Individual mice were given 60 s to locate the goal platform. Mice that failed to locate the platform were gently guided onto the platform following the trial period. Mice were allowed to briefly rest on the platform for the first four consecutive trials of each day. In remaining trials, mice were immediately removed after locating the platform. Only the first four trials each day were recorded. PAO intervention mice underwent a maximum of four trials.

#### 2.4.7 Free swim 1 (1 day)

Variable mouse start position/platform removed—mice were allowed to freely explore the pool during a 30 s probe run. PAO mice did not undergo any free swim trials.

#### 2.4.8 Acquisition training reversal (2 day, 12 trials)

Variable mouse start position/fixed platform location—before training, the goal platform was moved to a different quadrant. Protocol follows initial acquisition training.

#### 2.4.9 Free swim 2 (1 day, 1 probe)

Same protocol as initial free swim. Free swims occurred 24 h following the final acquisition trial.

### 2.5 Ex vivo cytokine profiling

Following euthanasia, whole brain tissues were collected within individual Eppendorf tubes containing 1 ml dPBS and cOmplete™ EDTA‐free Protease Inhibitor, prior to storage at −70/80°C or immediately homogenized using a Retsch MM 301 Mixer Mill or FastPrep®‐24 (MP Biomedicals) 2x for 1 min using tungsten beads. Collected blood was spun at 6000 *g* for 8 min to obtain sera. Cytokine measurements from tissue supernatant and sera were obtained with the BD Biosciences Cytometric Bead Array Mouse Inflammation Kit. Cytokine measurements from whole brain samples were normalized to tissue weight.

### 2.6 Acute hippocampal slice preparation

CX3CR1^+/EGFP^ C57BL/6 mice were decapitated and brains were dissected and sliced horizontally with a vibratome (Leica VT1200S) to 300 μm thick in ice‐cold NMDG slicing solution containing (in mM): 120 N‐methyl‐d‐glucamine, 2.5 KCl, 25 NaHCO_3_, 1 CaCl_2_, 7 MgCl_2_, 1.2 NaH_2_PO_4_, 20 d‐glucose, 2.4 sodium pyruvate, and 1.3 sodium L‐ascorbate, which was constantly oxygenated with 95% O_2_ and 5% CO_2_. Hippocampal slices were immediately transferred to artificial cerebral spinal fluid (aCSF), which was continuously oxygenated with 95% O_2_ and 5% CO_2_. The aCSF contained (in mM): 126 NaCl, 2.5 KCl, 26 NaHCO_3_, 2 CaCl_2_, 2 MgCl_2_, 1.25 NaH_2_PO_4_, and 10 d‐glucose, pH 7.3–7.4, osmolarity 300 mOsm. Slices were recovered in aCSF at 32°C for a minimum of 30 min before imaging for time‐lapse and lesion experiments or before fixation by the SNAPSHOT protocol (Dissing‐Olesen & MacVicar, 2015). Briefly, this involved a 2‐min fixation in 4% paraformaldehyde at 80°C, followed by a PBS wash, and storage in clearing solution (20% DMSO and 2% Triton X‐100 in PBS) at 4°C.

### 2.7 Two‐photon microscopy, time‐lapse imaging, and lesion analysis

Acute slices from CX3CR1^+/EGFP^ C57BL/6 mice were imaged immediately after recovery using a Coherent Chameleon Ultra II laser (mode‐locked pulse train at 80 MHz at 920 nm) with a Zeiss LSM 7 MP microscope and Zeiss 20x‐W/1.0 NA objective. Green fluorescence was detected by a 520/60 nm filter (Chroma tech) and GaAsP photo‐multiplier tube (PMT; Zeiss LSM BiG). Images were acquired as a z‐stack (zoom factor 2.8; 151.82 × 151.82 μm xy scale, 8‐line averaging) 18 μm thick, centered approximately 150 μm below the slice surface (2 μm slice interval) in the stratum radiatum region of the CA1 hippocampus. Following a 10‐min baseline imaging period, a lesion was created by focusing the laser to the region of interest and scanning at 800 nm at 100% power for approximately 30 s. Microglial response to this lesion was then imaged for an additional 15 min using the same imaging parameters as baseline.

For motility analysis, baseline movies were maximum projected and loaded into a custom MATLAB program. This program quantifies the number of new pixels (additions) and number of removed pixels (retractions) across time as the Motility Index. To quantify the microglial response to lesion, a circular region of interest with a diameter of 30 μm was centered on the lesion response region, and the mean intensity was measured at each frame.

### 2.8 3D‐morph and phagocytic cup quantification

EGFP is well preserved by the SNAPSHOT protocol, and these slices were ready to image immediately after 1‐week incubation in clearing solution at 4°C. By two‐photon microscopy, a z‐stack at 1024 × 1024 (zoom factor 1.5; 283.12 × 283.12 μm xy scale, 16‐line averaging) from 125–175 μm deep (2 μm slice interval) was acquired. Using these images, 3D‐Morph MATLAB analysis was completed as previously reported (York, LeDue, et al., 2018) to quantify microglial morphologies. Before analysis, all images were processed by background subtraction in Fiji, and all treatment rounds were batch processed using the same analysis parameters. From these morphological images, the number of phagocytic cups was manually counted.

### 2.9 Blood–brain barrier integrity: IgG and biocytin

To investigate BBB permeability, 100 μl TMR Biocytin (AnaSpec AS‐60658; reconstituted with sterile PBS; MW = 869 Da) was delivered by tail‐vein injection to mice 20 min prior to cardiac perfusion. Following brain dissection and coronal slicing (300 μm thick by vibratome), tissues were imaged using a Zeiss Axio Zoom microscope with TMR emission filter settings. Fluorescence intensity was measured from slices spanning the entire rostral‐caudal area of the brain. Mean intensity was compared across treatments.

As an additional permeability measure, slices were stained for anti‐mouse IgG, which should not be present in the brain parenchyma. For staining, thick slices were cleared (20% DMSO and 2% Triton X‐100 in PBS) for 1 week, blocked in 4% normal goat serum overnight at room temperature, and incubated with Alexa Fluor 488 goat anti‐mouse IgG for 6 days at 4°C. After four, 1‐h washes in PBS at room temperature, the tissue was imaged by two‐photon microscopy using a 20x‐W/1.0 NA objective and 5× zoom factor. The mean fluorescence intensity was averaged across three separate images per slice, and compared between mice.

### 2.10 RNA‐SEQ analysis

Whole mouse cerebra were stored on ice in RPMI growth media prior to tissue dissociation. Tissues were dissociated via the Adult Brain Dissociation kit with the gentleMACS™ Octo Dissociator with Heaters (program: 37C_ABDK_01) from Miltenyi Biotec. Following dissociation, microglia was enriched through magnetic separation with CD11b MicroBeads and MidiMACS™, according to Miltenyi Biotec protocols. Microglia made up ~90% of CD11b+ samples as determined by flow cytometry (Figure S4a). Enriched microglia samples were stored in RNA later prior to RNA isolation with RNEasy Micro Kit (QIAGEN).

Samples were sent to the BRC Sequencing Core at UBC. Prior to RNA‐Seq, sample quality control was performed via the Agilent 2100 Bioanalyzer. Qualifying samples were prepared according to established protocols for the NEBnext Ultra II Stranded mRNA (New England Biolabs). Sequencing was performed on the Illumina NextSeq 500 with Paired End 42 × 42 bp reads and demultiplexed with Illumina's bcl2fastq2. Demultiplexed read sequences were aligned to the *Mus musculus* reference sequence GRCm38.p6 (Zerbino et al., 2018) using STAR v. 2.6.1d, followed by read‐count generation using HTSeq v. 0.11.2 (Anders et al., 2015). Differential gene expression was estimated with DeSEQ2 v. 3.9 with further pathway analyses conducted using the ReactomePA pipeline, as described (Love et al., 2014; Yu & He, 2016). Analyses were conducted with R (v. 3.5.1). Code provided in attached Glia_RMarkdown (Supplementary information). Raw and processed data files were deposited to the NCBI gene expression omnibus (GEO): GEO accession GSE138182.

### 2.11 qPCR

RT‐qPCR analysis was performed using QuantiTect SYBR Green PCR Master Mix (Qiagen) from ileum or whole brain (cortical) tissue using the following primers, *Ctsd* (F: GACATCTCTTCTGGTGGGGC, R: GGCTGGACACCTTCTCACAA), *Gapdh* (F: ATTGTCAGCAATGCATCCTG, R: ATGGACTGTGGTCATGAGCC), *Hprt* (F: GATTAGCGATGATGAACCAGGTT, R: CCTCCCATCTCCTTCATGACA), *Sirpa* (F: TCCGCGTCCTGTTTCTGTAC, R: TTCAGAACGGTCGAATCCCC), and *Tjp1* (F: CCCTGAAAGAAGCGATTCAG, R: CCCGCCTTCTGTATCTGTGT) based on established PCR protocols (Brown et al., 2015). *Gapdh* and *Hprt* provided an endogenous control for gut (*Tjp1*) and microglial genes of interest, respectively, and were used for normalization. ddCT calculations provided relative expression to control samples.

### 2.12 Flow cytometry

Microglia cells were isolated through Percoll gradient or Miltenyi Adult Brain Dissociation kit, as described in RNA‐Seq Analysis. Microglia staining occurred in 1X dPBS^−/−^ (Thermo Fischer) supplemented with 0.5% FBS, 0.4% 0.5 M EDTA, and 1% HEPES at 4°C for 20 min. Cells were stained with the following antibodies: anti‐CD11b (clone:M1/70, eBioscience), anti‐CD45 (clone:30‐F11, eBioscience), anti‐F480 (clone:BM8, eBiosience), anti‐CX3CR1 (clone:SA011F11, Biolegend), anti‐CD31 (clone:MEC13.3, Biolegend), anti‐CCR3 (clone:J073E5, Biolegend), anti‐ I‐A/I‐E (clone:M5/114.15.2, Biolegend), anti‐CD80 (clone:16‐10A1, eBioscience), anti‐CD86 (clone:GL1, eBioscience), and anti‐TLR4 (clone:SA15‐21, Biolegend). Following staining, cells were washed twice and fixed in a 1:1 solution of supplemented dPBS^−/−^: 4% paraformaldehyde overnight at 4°C. After fixation, cells were resuspended in supplemented dPBS^−/−^and enumerated via flow cytometry (BD LSR II with 561 laser). Microglia populations were identified as CD11b^high^/CD45^low^. Subsequent data was analyzed using FlowJo software (v. 10.5.3).

### 2.13 Metabolomics

Mouse hippocampal tissues were collected for untargeted reversed‐phased ultrahigh performance liquid chromatography–Fourier transform mass spectrometry (RP‐UPLC‐FTMS) metabolomics analysis. Tissue samples were kept in dry ice prior to storage at −70/80°C. Metabolomics were completed by TMIC (The Metabolomics Innovation Centre).

#### 2.13.1 Metabolite extraction

Each mouse hippocampal sample in an Eppendorf tube was mixed with water; 5 μl per mg of the tissue, and two 4‐mm metal balls were added. The tissue was homogenized on a MM 400 mill mixer at a vibrating frequency of 30 Hz for 1 min twice. After 5‐s spin‐down, a mixture of methanol‐chloroform (4:1) was added, at 25 μl per mg tissue, to each tube. The sample was homogenized again for metabolite extraction using the same setup for 1 min twice, followed by sonication in an ice‐water bath for 5 min. The tube was centrifuged at 15,000 rpm at 10°C for 20 min. The clear supernatant was transferred to a 1.5‐ml Eppendorf tube. A 60‐μl aliquot from each sample was dried down inside the same nitrogen evaporator and the residue was reconstituted in 40 μl of 80% methanol. 10 μl was injected for RP‐UPLC‐FTMS. Two rounds of sample injections were made, with positive‐ and negative‐ion detection, respectively.

#### 2.13.2 RP‐UPLC‐FTMS analysis

A Dionex Ultimate 3000 UHPLC system coupled to a Thermo LTQ‐Orbitrap Velos Pro mass spectrometer, equipped with electrospray ionization (ESI) source, was used. RP‐UPLC‐FTMS runs were carried out with a Waters BEH C8 column (2.1 × 50 mm^2^, 1.7 μm) for chromatographic separations. The mobile phase was (A) 0.01% formic acid in water and (B) 0.01% formic acid in acetonitrile‐isopropanol (1:1). The elution gradient was 5%–50% B in 5 min; 50%–100% B in 15 min; and 100% B for 2 min before column equilibration for 4 min between injections. The column flow was 400 μl/min while the column temperature was 60°C. For relative quantitation, the MS instrument was run in the survey scan mode with FTMS detection at a mass resolution of 60,000 full width at half maximum at *m/z* 400. The mass scan range was *m/z* 80–1800, with a reference lock‐mass for real‐time calibration. Two UPLC‐FTMS datasets were acquired for each sample, one with positive‐ion detection and the other with negative‐ion detection. LC–MS/MS data was also acquired from each sample set with collision‐induced dissociation at different levels of normalized collision energy.

#### 2.13.3 Data processing

Each LC‐FTMS dataset was respectively processed with XCMS (https://xcmsonline.scripps.edu/) in R for peak detection and two rounds of retention time (RT) shift correction, peak grouping, and peak alignment. Mass de‐isotoping and removal of chemical and electronic background peaks were performed with manual interventions. The output of data processing is the pairs of *m/z* (mass‐to‐charge ration), RT (min), and LC–MS peak areas of the detected metabolites or metabolite features across the samples for each set.

#### 2.13.4 Metabolomics analyses

To assign the metabolite candidates of any potential biomarkers, the measured *m/z*'s were searched against metabolome databases, including: LIPID MAPS (http://www.lipidmaps.org/tools/ms/lm_mass_form.php), METLIN (https://metlin.scripps.edu/metabo_batch.php), and/or HMDB (http://www.hmdb.ca/spectra/ms/search). During database searches, allowable mass errors were set at ≤3 ppm. For the (+) ion detection data, ion forms of (M + H)+, (M + Na)+, (M‐H_2_O + H)+, and (M‐NH_3_ + H) + were considered and ion forms of (M‐H)‐, (M + Na‐2H)‐, (M‐H_2_O‐H)‐, and (M‐NH_3_‐H)‐ were considered for (−) ion detection. Random forest, Principal component analysis (PCA)/Partial least squares discriminant analysis (PLSDA), and pathway analyses were carried out using Metaboanalyst v. 3.0/4.0 software (Chong & Xia, 2018) with the following parameters: mass tolerance = 0.0003, RT tolerance = 30, data was normalized against pooled CON, data transformation = log‐transformation, and data scaling = auto data scaling. Over‐representation analysis determined over‐represented pathways in each group. Analyses were conducted based on previous analyses (Brown et al., 2015). A one‐way ANOVA was used to determine significant changes across groups (*Padj* < 0.05; fold change >2).

### 2.14 Brain inflammatory and fatty acid profile

Whole brains were collected and rapidly stored at −70/80°C prior to analyses. Tissues were homogenized with Ultra‐Turrax (3420000 IKA, Germany) in homogenization buffer (180 mM KCl, 5 mM MOPS, 2 mM EDTA, 1 mM DTPA, and 1 uM 2,6‐di‐tert‐butil‐4‐metilfenol; pH 7,4). Homogenates were normalized by protein content as determined by Bradford assay.

#### 2.14.1 Fatty acid preparation

Total lipids from homogenates (50–150 mg) tissue were extracted with chloroform/methanol (2:1 vol/vol; 3×) in the presence of 0.01% butylated hydroxytoluene. The resulting chloroform phase was evaporated under nitrogen. After lipid extraction, fatty acyl groups were analyzed as methyl esters derivatives by gas chromatography (GC). Briefly, fatty acids were transesterified at 75°C for 90 min through incubation in 2 ml of 5% methanolic. The resulting fatty acid methyl esters (FAMEs) were extracted by adding 2 ml of n‐pentane and 1 ml of saturated NaCl solution. The separated n‐pentane phase was evaporated under nitrogen and dissolved in 80 μl of carbon disulfide. Two μl of sample were used in GC analysis.

#### 2.14.2 GC method

Analyses were conducted using the GC System 7890A/Series Injector 7683B (Agilent, Barcelona, Spain) and a flame ionization detector/DBWAX capillary column (30 m length × 0.25 mm [inner diameter] × 0.20 μm [film thickness]). The injections were performed with the splitless mode at 220°C. The flow rate of carrier gas (helium 99.99%) was maintained at a constant rate of 1.8 ml/min. The column temperature was held at 145°C for 5 min, increased by 2°C/min to 245°C for 50 min, and held at 245°C for 10 min with a post‐run of 250°C for 10 min.

#### 2.14.3 Data analysis

Identification of the 25 FAMEs was made with authenticated standards (Larodan Fine Chemicals, Malmö, Sweden). Results were expressed as %mol and then normalized to CON. The fatty acid profile detected, identified, and quantified represents more than 95% of the total chromatogram. The following fatty acid indexes were calculated: PUFAs from ω3 and ω6 series (PUFA ω3 and PUFA ω6) and a pro‐inflammatory index (ω6/ω3):(PUFA ω6/PUFA ω3).

#### 2.14.4 GC/MS measurement of oxidative stress markers

Glutamic semialdehyde (GSA/HAVA), Nε ‐(carboxyethyl)‐lysine (CEL), Nε ‐(carboxymethyl)‐lysine (CML), S‐(carboxymethyl)‐cysteine (CMC), and Nε‐(malondialdehyde)‐lysine (MDAL) concentrations in total proteins from whole brain and liver homogenates were measured by gas chromatography/mass spectrometry (GC/MS) as described (Naudí et al., 2013; Pamplona et al., 2005).

Samples containing 0.5 mg of protein were delipidated as described above and proteins were precipitated by adding 10% trichloroacetic acid (final concentration) and subsequently centrifuged at 4400 rpm, 4°C, 15 min. Protein samples were reduced overnight with 500 mM NaBH4 (final concentration) in 0.2 M borate buffer, pH 9.2, containing 1 drop of hexanol as an anti‐foam reagent. To eliminate crystals, proteins were then reprecipitated by adding 1 ml of 10% trichloroacetic acid and subsequent centrifugation. The following isotopically labeled internal standards were then added: (2H8)lysine (12 nmols), (2H5)HAVA (72 pmols) (for GSA quantization), (2H4)CEL (144.1 pmols), (2H8)MDA‐lysine (20.6 pmols), (2H2)CML (162.2 pmols), and (13H2)CMC (112.4 pmols).

The samples were hydrolyzed at 155°C for 30 min in 1 ml of 6N HCl, and then concentrated by speed‐vac. The N,O‐trifluoroacetyl methyl ester derivatives (TFAMEs) of the protein hydrolysate were prepared as previously described (Knecht et al., 1991). Briefly, hydrolyzed samples were incubated in 1 ml of 5% acetyl chloride‐methanol solution. Methyl esters from hydrolyzed samples were incubated with 1 ml of trifluoroacetic anhydride acid for 1 h and then evaporated with nitrogen gas (Nevap Model 113 Organomation Association, Berlin, MA, EUA) to obtain TFAMEs from amino acids in the hydrolyzed solution. Finally, the samples were redissolved with 80 μl of dichloromethane as a vehicle for subsequent analysis by GC/MS. GC/MS analyses were carried out on a Hewlett‐Packard model 6890 gas chromatograph equipped with a 30 m HP‐5MS capillary column (30 m × 0.25 mm × 0.25 μm) coupled to a Hewlett‐Packard model 5973A mass selective detector (Agilent, Barcelona, Catalonia). The injection port was maintained at 275°C. Two μl of sample were injected for each run. The column temperature was held at 110°C for 5 min, then 2°C/min to 150°C, then 5°C/min to 240°C, then 25°C/min to 300°C, and finally held at 300°C for 5 min.

Quantification was performed by external standardization using standard curves constructed from mixtures of deuterated and non‐deuterated standards: lysine; (2H8)lysine; HAVA; (2H5)HAVA; CEL; (2H4)CEL; MDA‐lysine; (2H8)MDA‐lysine; CML; (2H2)CML; CMC; (13C2)CMC (PolyPeptide Group, Strasbourg, France; Sigma‐Aldrich, Madrid, Spain or donated by Dr. Requena). Analytes were detected by selected ion‐monitoring GC/MS. The following ions were utilized: lysine and d8‐lysine, *m/z* 180 and 187, respectively; 5‐hydroxy‐2‐aminovaleric acid and d5‐5‐hydroxy‐2‐aminovaleric acid (stable derivatives of GSA), *m/z* 280 and 285, respectively; CML and d4‐CML, *m/z* 392 and 396, respectively; CEL and d4‐CEL, *m/z* 379 and 383, respectively; CMC and d13‐2C‐CMC, *m/z* 271 and 273, respectively; and MDAL and d8‐MDAL, *m/z* 474 and 482, respectively. The amounts of products were expressed as the ratio μmol HAVA, CML, CEL, CMC, or MDAL per mol lysine.

### 2.15 Gut isolation and CellROX® assay

Intestinal epithelial cells (IECs) were harvested from CON, MAL, and MAL‐BG small intestinal tissue (ileum: 5 cm). After removal of luminal content, tissues were washed multiple times in PBS +/+ with 0.1% BSA. Individual tissues were then added to IEC buffer (PBS −/− with 5% FBS, 1 mM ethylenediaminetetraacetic acid, and 1 mM dithiothreitol). After 10 min at 37°C with shaking, individual samples were strained through a 70 μm strainer and then centrifuged at 1500 rpm. Cell pellets were resuspended in RPMI 1640 and IEC digestion was repeated again. Following the second digestion step isolated IECs were plated at 37°C (~15,000 cells/well) and stained using CellROX® Deep Red Reagent (final concentration 15 μM) for 30 min in the dark with shaking. Upon oxidation from reactive oxygen species (ROS), the CellROX® reagent becomes fluorescent (emission maxima ~665 nm), fluorescent intensity was measured via plate reader with RPMI blanks serving as a control.

### 2.16 Microbiome analyses

Fecal samples were collected from mice and kept in −70°C prior to isolation. Fecal DNA was released by boiling sample suspensions for 15 min at 100°C. Library preparation for 16S rRNA sequencing was then performed by Microbiome Insights according to a standardized pipeline (https://microbiomeinsights.com/itag-microbiome-analysis/). Briefly, PCR amplification of the 16S rRNA gene was performed using barcoded primers against the V4 region (Kozich, Schloss et al, 2013), with 2 μl of lysate as template. PCR amplicons were cleaned using a SequalPrep 96‐well plate kit (ThermoFisher A1051001) and were sequenced on a Miseq platform to obtain 2x250 bp reads. Microbiota analyses were conducted using the QIIME2 pipeline (v. 2018.2) with Deblur feature table construction. Visualization was created with RStudio (Version 1.1.463). Functional analyses conducted using PICRUSt (v2.1.3b) and annotated with MetaCyc (Caspi et al., 2014; Douglas et al., 2020). Raw sequencing data was deposited to the NCBI sequence read archive (SRA): SRA BioProject PRJNA574479 with PICRUSt output in Supplemental File 3.

To specifically quantify *E. coli* abundance, qPCR of extracted fecal DNA was performed using Enterobacteriaceae‐specific primers (F: CATTGACGTTACCCGCAGAAGAAGC, R: CTCTACGAGACTCAAGCTTGC), as described in (Brown et al., 2015). Universal bacterial 16S primers were used for normalization (F: ACTCCTACGGGAGGCAGCAGT, R: ATTACCGCGGCTGCTGGC). The relative abundance of Enterobacteriaceae was calculated using the formula 2^‐(X‐Y) where X = the mean Ct for the universal 16S reaction and Y = the mean Ct for the Enterobacteriaceae reaction. qPCR was performed on an Applied Biosystems 7500 machine, with QuantiTect SYBR Green PCR Kits (QIAGEN 204143), in 10 ul reaction volumes using 2 ul template DNA.

### 2.17 Statistical analysis

Datasets generated/analyzed in this project were deposited in appropriate online repositories. Any additional data that support the findings of this study are available from the corresponding author upon reasonable request. Statistical analyses were performed using GraphPad PRISM. Statistical significance was given as ****p < .0001, ***p < .001, **p < .01, *p < .05, and *Padj* = FDR correction. Analyses are expressed as the mean with SEM unless otherwise stated.

## 3 RESULTS

### 3.1 Behavior and cognitive plasticity altered in MAL‐BG mice

Upon weaning, C57BL/6J mice were randomized onto a standard diet (CON mice) or an isocaloric malnourished diet (MAL and MAL‐BG mice; Figure 1a). MAL‐BG mice received three gavages containing *E. coli*/Bacteroidales, a bacterial cocktail designed to model fecal‐oral contamination, a prevalent driver of gut dysbiosis and long‐term cognitive deficits among undernourished communities (Brown et al., 2015; Guerrant et al., 2013; Kau et al., 2015; Vonaesch et al., 2018). After 4 weeks on the malnourished diet, MAL and MAL‐BG mice exhibit modest growth faltering and reduced tail length, a proxy for murine stunting (Figure S1a).

**FIGURE 1:**
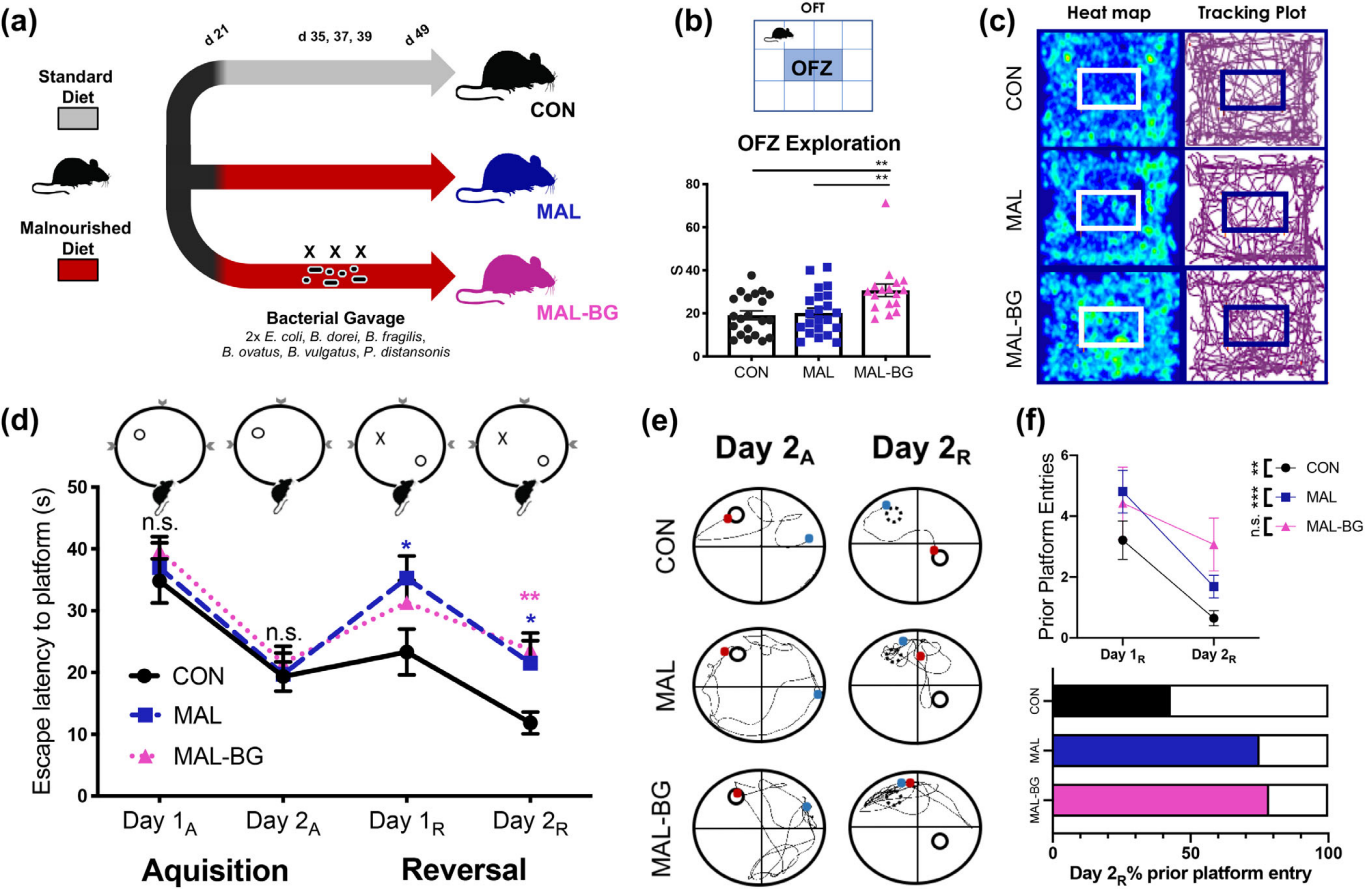
Fecal‐oral contamination alters behavior and cognition during malnutrition. (a) MAL‐BG timeline (adapted from Brown et al., 2015). Weaned (21‐day old) mice are placed on a standard mouse chow (20% protein, 15% fat) or malnourished diet (7% protein, 5% fat). To model fecal‐oral contamination, malnourished mice received three bacterial gavages across 5 days (MAL‐BG model). (b) OFT set‐up with OFZ highlighted in blue (top), pooled data from three independent experiments. Time spent within the OFZ (bottom); *n* = 21 CON, 22 MAL, 17 MAL‐BG. (c) Representative heatmap and tracking plots displaying OFT exploration patterns (5 min). (d–f) MWMT, pooled results from two independent experiments, *n* = 13–16 per group. Detailed MWMT procedures provided in Section 2 and Figure S2f. (d) We report averaged escape latencies of individual mice (four trials/d) in acquisition = _A_ and reversal = _R_ sessions. (e) Representative swim paths from the final acquisition and reversal trial: solid circle = platform location, dotted circle = prior platform location, blue dot = start position, and red dot = final position. (f) Total prior platform entries of mice on Day 1_R_ and Day 2_R_, statistical significance determined by a two‐tailed, paired t‐test. Percent of mice in each group that returned to the prior platform location on Day 2_R_ (bottom). OFT and MWMT assessments were conducted with blinded ANY‐maze software tracking. Graphs indicate mean and SEM and statistical significance for Figure 1a–e determined by one‐way ANOVA with post hoc Tukey's test (OFT) or post hoc Dunnett's test (MWMT); OFT, open field test; OFZ, open field zone; MWM/T, Morris water maze/test; n.s., non‐significant

Our lab previously demonstrated that *E. coli* and Bacteroidales exposures fail to trigger growth deficits and gut dysbiosis in the absence of malnutrition (CON‐BG model), likely due to lack of robust *E. coli*/Bacteroidales colonization in mice fed a healthy diet (Brown et al., 2015); growth and fecal Enterobacteriaceae relative abundance measurements repeated in Figure S1b,c. In contrast, MAL‐BG mice exhibit striking gut dysbiosis, impaired gastrointestinal host–microbe interactions, intestinal barrier deficits, and altered gut metabolomes (Brown et al., 2015; Huus et al., 2020). As *E. coli*/Bacteroidales bacterial gavage fails to robustly colonize healthy control mice, we were not able to appropriately assess whether these fecal exposures influenced brain and behavior alterations in the absence of dietary malnutrition. Consequently, we focused further analyses on malnutrition models.

We next assessed whether the MAL and MAL‐BG models exhibit behavioral and/or cognitive impairments, neurologic consequences of early‐life malnutrition and co‐occurring fecal‐oral contamination (Black et al., 2013; Investigators, 2018). CON mice provided a healthy control for murine tests.

The OFT measures locomotion and exploration (Gould et al., 2009). Increased aversion to the central open field zone (OFZ) connotes anxiety‐like behavior in rodents (Gould et al., 2009). MAL‐BG mice spent more time within the OFZ (Figure 1b,c), displaying increased exploration compared to either CON or MAL groups (F_2,57_ = 6. 878, *p* = .0021). Immobility (resting) within the OFZ, but not total OFT immobility, increased among MAL‐BG mice, supporting an absence of OFZ‐induced anxiety (Figure  S2a). These results were not shaped by gross locomotion deficits as total distance traveled in the OFT was comparable across all groups (Figure S2b). In addition, CON, MAL, and MAL‐BG mice displayed comparable behavior within the light–dark box, an established murine anxiety test (Bourin & Hascoët, 2003), further supporting altered exploration, rather than anxiety‐like activity (Figure S2c).

MAL‐BG mice also exhibited distinct exploratory patterns during the NORT. NORT not only measures novelty exploration, but also assessed short‐term memory performance (Leger et al., 2013). During a brief familiarization period, individual mice freely explored an arena with two identical objects. After familiarization, one object was replaced with a similarly sized, but distinctly “novel” object (Figure S2d). Individual mice were returned to the disinfected arena after several hours for the recall period. As rodents typically exhibit novelty preference, decreased exploration of the novel item indicates impaired novel object recognition. All groups exhibited novelty preference (novel:old exploration ratio > 1; *t*_47_ = 6.779, *p* < .0001) and comparable total exploration time (Figure S2d,e). Compared to CON and MAL counterparts, MAL‐BG mice exhibited a modest, but not significant, increase in novel object interaction (Figure S2d). Results from both the OFT and NORT suggest altered exploratory behavior in MAL‐BG mice.

We further assessed spatial memory and cognition via the Morris water maze test (MWMT), which measures spatial learning, reference memory, and cognitive flexibility (Vorhees & Williams, 2006). Mice underwent two training periods (acquisition, reversal) to learn the location of a hidden platform (Figure 1d and Figure S2f). Average swim speeds were recorded during a 30 s free swim (no platform) 24 h after each training period. As MAL and MAL‐BG mice displayed similar swimming capability to healthy controls (Figure S2g), MWMT results were not influenced by altered physicality.

We observed comparable reference memory and spatial learning during acquisition training (Figure 1d). We next probed learning within the context of cognitive flexibility, placing the hidden platform within the opposite pool quadrant (reversal learning). Upon reversal, MAL and MAL‐BG escape latencies (time to platform) increased, indicative of impaired learning flexibility (Vorhees & Williams, 2006). Learning deficits persisted, even broadened, across the reversal period (Day 1_R_: F_2,45_ = 2. 836, *p* = .0692; Day 2_R_: F_2,42_ = 5.205, *p* = .0096). Accidental platform discovery did not drive these findings, as reversal escape latencies during the initial trial were comparable across groups (Figure S2h). CON mice rapidly learned the new location of the hidden platform, while malnourished mice persistently honed to the prior platform location, indicative of impaired memory extinction. By the final training day (Day 2_R_), both CON and MAL mice significantly eliminated prior platform entries (CON: paired t‐test = 3.753, *p* = .0024; MAL: paired t‐test = 4.250, *p* = .0007). Indeed, over half of CON mice never entered the prior platform area and these mice rapidly located the hidden platform (Figure 1f and Figure S1i). In contrast, MAL‐BG mice did not exhibit significant memory extinction (Figure 1e,f and Figure S1i), as measured by prior platform entry from Day 1_R_ to Day 2_R_ (MAL‐BG: paired t‐test = 1.237, *p* = 0 .2381), exhibiting marked cognitive inflexibility (Mills et al., 2014).

Cognitive processes and learning flexibility require hippocampal synaptic plasticity and appropriate microglial function (Galloway et al., 2019; Mills et al., 2014; Vorhees & Williams, 2006; Wu et al., 2015). Recently, Wang et al., 2020 demonstrated that hippocampal microglia shape synaptic plasticity via phagocytic‐dependent synaptic pruning (Wang et al., 2020). As fecal microbes and/or diet also influence microglia (Erny et al., 2015; Madore et al., 2020), we next characterized hippocampal microglial morphology and transcriptional profile.

### 3.2 Diet and gut microbes influence microglial morphology and function

Microglia modulate brain plasticity and maintain CNS homeostasis. Indeed, alterations in microglial morphology and phagocytic capacity inform memory plasticity (Wang et al., 2020). Like peripheral macrophages, microglia are highly responsive to environmental changes within the brain, regulating and responding to inflammatory and metabolic shifts, as well as gut microbial alterations (Erny et al., 2015; Wu et al., 2015; York, Bernier, & MacVicar, 2018). Mature microglia exhibit a range of phenotypes from quiescent “resting” (ramified morphology with extended processes) to “activated” (amoeboid morphology with retracted processes). Consequently, morphology provides a valuable indicator for microglial activation and broad functionality (Karperien et al., 2013). While aberrant microglia contribute to various neuropathologies, undernourished microglia remain largely unstudied.

Using two‐photon microscopy, we assessed microglial morphology and motility within the hippocampus (CA1 region) of CX3CR1^+/EGFP^ mice on a C57BL/6J background (Jung et al., 2000). To assess microglial morphology, we utilized 3DMorph (York, LeDue, et al., 2018), which provided semi‐automatic, multidimensional measurements across four independent experiments. We observed comparable numbers of hippocampal microglia independent of diet and microbial exposure (Figure 2a). Microglia from CON mice display typical ramified (“resting”) morphology. In contrast, MAL and MAL‐BG microglia exhibit divergent phenotypes compared to healthy controls with larger and smaller cell volumes, respectively (Figure 2b,c). Compared to MAL mice, we observed decreased microglial cell volume and territory (total surveillance area) volume (F_2,35_ = 3.942, *p* = .0286 for cell volume; F_2,35_ = 10.06, *p* = .0004 for territorial volume) within the MAL‐BG model. These alterations did not significantly influence process number (endpoints) or process complexity (branch points), see Figure 2c and Figure S3a. Collectively, these results suggest that microglial morphology is shaped by both dietary malnutrition and by the combination of malnutrition plus fecal microbial exposures. Altered volume/territorial volume, as observed in malnourished microglia, affects the area of brain continually surveyed by microglia. These morphological alterations were of sufficient interest to further characterize microglia, specifically microglial motility and transcriptional profile.

**FIGURE 2:**
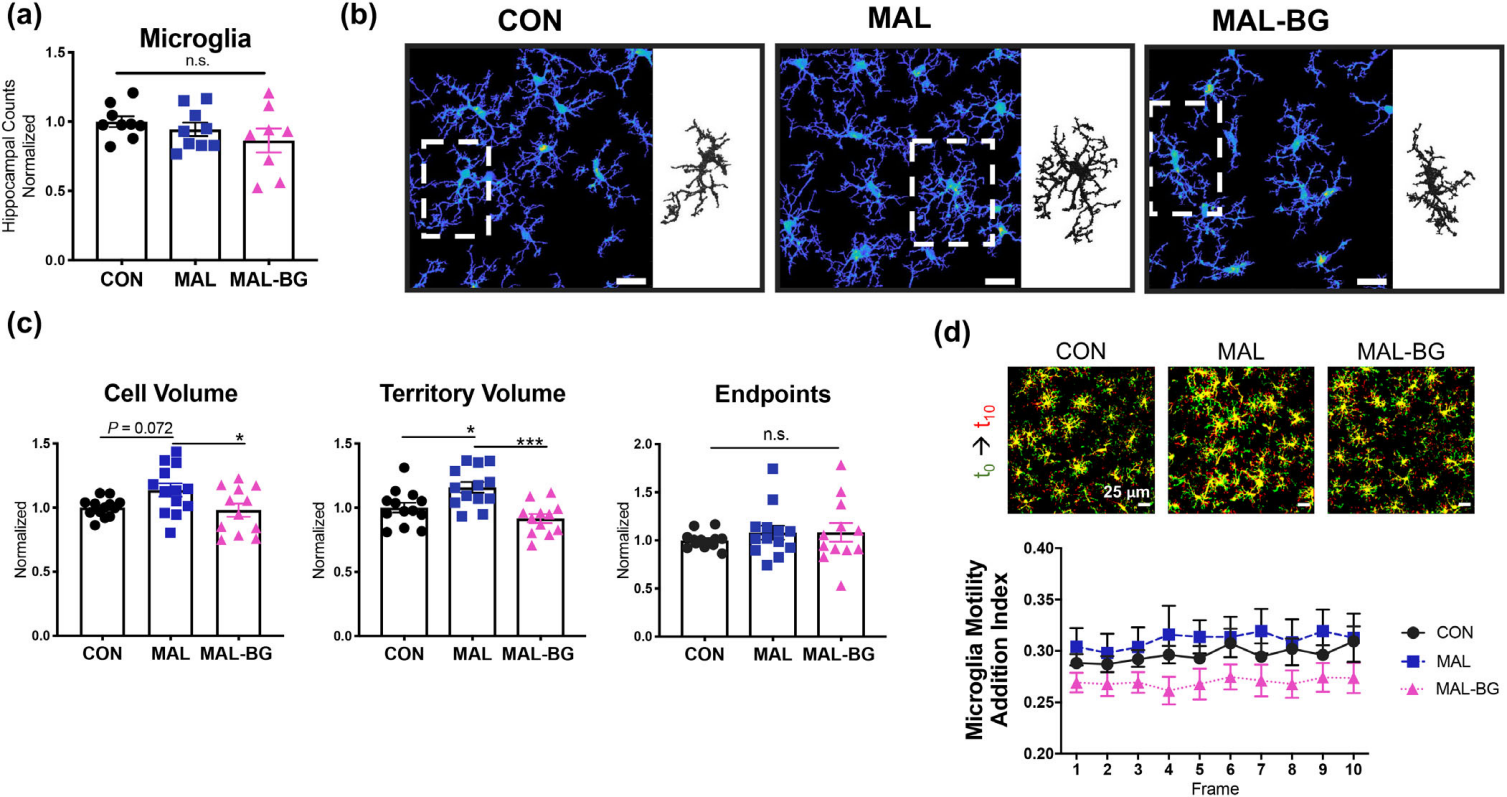
Gut microbes modulate microglial morphology, but not motility, during malnutrition. (a) Microglia cells counts within the CA1 hippocampal region of CX3CR1^+/EGFP^, data pooled from three experiments with data normalized to the CON group of each experiment, *n* = 9 CON, 9 MAL, and 9 MAL‐BG. (b) CA1 hippocampal images with representative CON, MAL, and MAL‐BG microglia (inset). (c) Microglial morphology was quantified from four separate experiments using 3DMorph software and normalized to the CON group of each experiment, *n* = 13 CON, 13 MAL, and 12 MAL‐BG. (d) To assess whether morphological alterations affect motility, we examined microglial process additions and retractions over 10 min. Representative images from motility assays: yellow = static, red = process addition, green = process retraction. We observed no striking differences in CON, MAL, and MAL‐BG microglial motility, as quantified by process addition or retraction motility indices, *n* = 9/group (see also Figure S3b). Results from a/d are a subset of mice from data described in c. Graphs indicate mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test; n.s., non‐significant

CON, MAL, and MAL‐BG mice exhibit comparable motility as measured by process additions and retractions across time (Figure 2d and Figure S3b). We then assessed microglial surveillance in the context of acute hippocampal insult. Damaged and apoptotic cells trigger rapid microglial responses, with microglial processes cordoning off injured tissue (Davalos et al., 2005). Focused two‐photon laser scanning induced precise lesions in ex vivo hippocampal slices. Microglial response strength (percent of responding processes to the lesion) and response speed were comparable across CON, MAL, and MAL‐BG mice. Indeed, ~90% of processes from neighboring microglia surrounded injured tissue within 10 min of lesion induction (Figure S3c,d; representative videos available within Supplemental File 2). After examining microglial morphology and motility, we explored putative functional shifts through transcriptional profiling.

To examine transcriptional alterations, we conducted RNA‐Seq following microglial enrichment (CD11b+ population) from CON, MAL, and MAL‐BG whole brains (~90% microglia, flow gating provided in Figure S4a). 

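RNA was sequenced from the CD11b+ fraction of brain cells of 4 CON, 5 MAL, and 7 MAL-BG mice, 1 library per mouse. CD11b is a surface protein of microglia and other myeloid cells, and the fraction was held back on a magnetic column by antibody-coated beads after enzymatic dissociation of the brain. CON mice were on the standard diet (20% protein, 15% fat), and MAL mice on the malnourished diet (7% protein, 5% fat). MAL-BG mice received the malnourished diet and 3 bacterial gavages across 5 days. The Methods name whole cerebra as the starting tissue, while the labels of the samples name cortical tissue.

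The authors made stranded poly(A) libraries, aligned the paired reads to the mouse genome GRCm38.p6 with STAR, counted them per gene with HTSeq, and deposited these counts without normalization. Libraries are numbered within each group in the deposited table, and these numbers match no sample title, so a replicate number is used here only as the number of a library in that table. Counts on genes ranged from 10312703 to 13461574 per library in CON (median 12090968), from 10864121 to 12819982 in MAL (median 11826750), and from 14191791 to 18705202 in MAL-BG (median 16863746). Every MAL-BG library was larger than every CON and MAL library (difference of mean totals, two-sided exact permutation test, p = 0.00606 against CON and p = 0.00253 against MAL), while CON and MAL totals did not differ (exact permutation test, p = 0.825). No pair of libraries of a group differed by as little as the sampling noise of counting (chi-square per degree of freedom of at least 9.80), so all 16 were kept as separate replicates.

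Starting from these counts, 14565 genes with more than 10 counts in at least 4 libraries were tested, the filter in the code of the supplement. Library sizes were scaled by edgeR's TMM method, and CPM values are counts relative to these scaled sizes. The 3 groups were compared in 1 fit of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DEGs were genes with an adjusted p under 0.05 and an absolute log2 fold change above 0.58. The code of the supplement adds a batch term, but the text of the paper does not name the batch of any library, so no batch term was fitted in this test. Coordinates are those of RefSeq genes on GRCm38.p6.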

Count transformation and identification of differentially expressed genes (DEGs) from RNA‐Seq data were determined by DESeq2 (Love et al., 2014). 

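For the PCA, counts were transformed with DESeq2's variance stabilizing transformation, and the 500 genes with the largest variance were used. PC1 held 75.1% of the variance and PC2 8.43%. PC1 scores were 20.6 ± 7.28 (SD, n = 7) in MAL-BG, -13.7 ± 11.5 (SD, n = 5) in MAL, and -18.9 ± 9.07 (SD, n = 4) in CON. The MAL-BG libraries lay between 7.07 and 28.7, above all MAL libraries (-22.4 to 3.62) and all CON libraries (-27.1 to -6.09). The PC1 scores of MAL-BG differed from those of CON (two-sided exact permutation test, p = 0.00303, the smallest p that 330 splits allow) and from those of MAL (exact permutation test, p = 0.00126, the smallest p that 792 splits allow). Between MAL and CON, the difference in PC1 was within the spread of the libraries (exact permutation test over 126 splits, p = 0.5). PC2 separated no pair of groups (exact permutation tests, p = 0.491 for MAL-BG versus CON, p = 0.211 for MAL-BG versus MAL, and p = 0.635 for MAL versus CON). The choice that moved the share of PC1 most was the number of genes, and with all tested genes in place of 500 PC1 held 57.1% of the variance. PC1 also followed the level of a list of choroid plexus genes (Pearson's r = -0.980 over the 9 CON and MAL libraries and -0.947 over the 7 MAL-BG libraries). With a list of microglial genes r was 0.833 and 0.493. The PCA did not leave out these genes, so this describes what PC1 holds and tests no cause.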

PCA of transformed mRNA gene counts revealed a striking shift in the transcriptional profile of MAL‐BG microglia (Figure 3a). After filtering low‐gene counts, 4685 genes were differentially expressed between MAL‐BG and CON samples, while 4454 genes were differentially expressed between MAL‐BG and MAL samples (*Padj* < 0.05, FC > |1.5|). 

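Between MAL-BG and CON, 4820 of the 14565 genes tested were DEGs, 1659 higher and 3161 lower in MAL-BG. Between MAL-BG and MAL, 4423 genes were DEGs, 1479 higher and 2944 lower in MAL-BG. Without the fold change threshold, an adjusted p under 0.05 was reached by 6566 genes against CON and by 6457 genes against MAL. The groups were also apart library by library. In 898 genes all 7 MAL-BG libraries had a higher CPM than all 9 CON and MAL libraries, and in 927 genes all 7 had a lower CPM, which is 6.17% and 6.36% of the genes, where 0.00874% in each direction would be given by chance.

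The split into higher and lower genes was turned by 1 scaling of the libraries, while the scalings set beforehand kept it. With TMM scaling, 34.4% of the DEGs against CON and 33.4% of those against MAL were higher in MAL-BG, and the median log2 fold change of all genes was -0.04 and -0.03. With library scaling by the mean log2 CPM over genes together with offsets for gene length and GC content, a setting chosen after seeing the data, 58.0% and 57.5% of the DEGs were higher, and the median of all genes moved to 0.20 and 0.19. With the offsets alone 32.9% and 32.4% were higher. DESeq2 size factors gave 36.3% and 36.6%, and upper-quartile scaling gave 32.8% and 30.9%. Leaving out 1 library at a time gave between 4048 and 5418 DEGs against CON and between 3809 and 4877 against MAL.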

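Between MAL and CON, edgeR's quasi-likelihood test called 0 of 14565 genes, and the smallest adjusted p after Benjamini-Hochberg adjustment was 0.999. An unadjusted p under 0.05 was reached by 212 genes, and DESeq2 without a batch term also called 0 genes, with 241 genes at an unadjusted p under 0.05. The median absolute log2 fold change of all genes was 0.12 between MAL and CON, against 0.46 between MAL-BG and CON and 0.43 between MAL-BG and MAL. Other groupings of the 9 libraries into 4 and 5 gave a median of 242 genes at an unadjusted p under 0.05. To show what 5 libraries against 4 can detect, counts were simulated from the means, dispersions, and library sizes of these samples with 200 genes changed by 1.5 on the log2 scale. The edgeR test called 135 of the 200 changed genes (67.5%) in the simulated MAL versus CON comparison, with 1 call among the unchanged genes. With each library left out in turn, the number of DEGs between MAL and CON stayed at 0, while the number of genes at an unadjusted p under 0.05 changed to 1087 without CON replicate 1, 130 without CON replicate 2, and 128 without MAL replicate 1.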

Remarkably, no DEGs were observed between CON and MAL samples. These results suggest that a combination of malnutrition and specific microbial exposure leads to altered microglial gene expression as malnutrition alone was not sufficient to induce significant transcriptomic changes in MAL microglia.

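Log2 fold changes of the MAL-BG libraries against CON and against MAL were close to each other across genes (Pearson's r = 0.959 over 14565 genes, which are not independent replicates), and 91.7% of the genes had the same sign in both comparisons. Both comparisons share the 7 MAL-BG libraries, so part of this is given without any effect. In 20 simulations of unchanged groups with the same libraries shared, r was 0.376 on average (0.336 to 0.416) and 62.5% of the genes had the same sign. Of the DEGs, 1190 were higher and 2649 were lower in both comparisons, and 0 genes were called in opposite directions.

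From the DEGs between MAL-BG and either group, and from their absence between MAL and CON, the paper proposes that malnutrition in combination with exposure to specific microbes alters microglial gene expression, and reasons that malnutrition alone was not sufficient to do so.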

**FIGURE 3:**
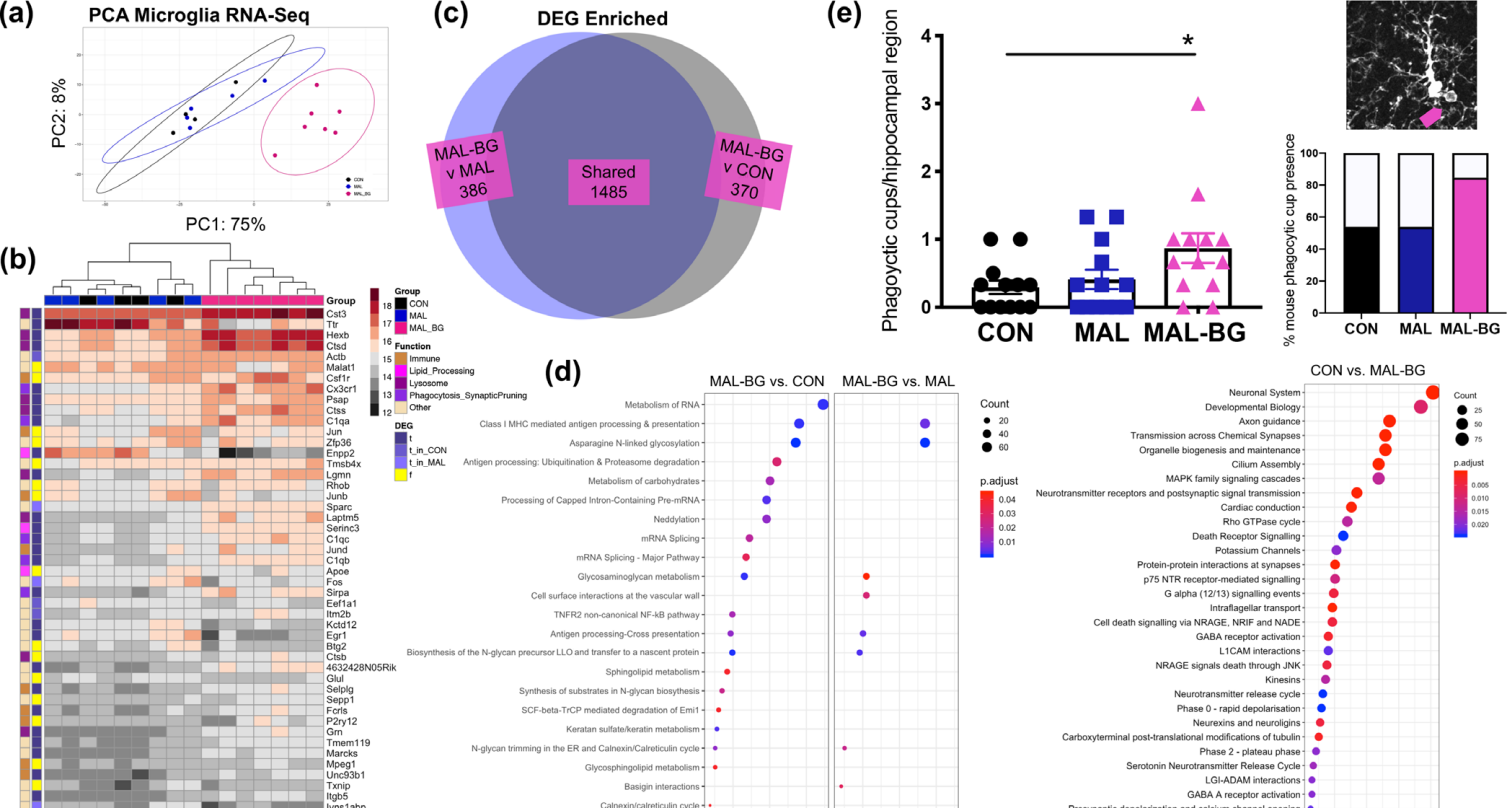
MAL‐BG microglia exhibit altered gene profile and increased phagocytic structures. (a) PCA of transformed gene counts from RNA‐Seq data of microglial‐enriched samples (CD11b+), *n* = 4 CON, 5 MAL, 7 MAL‐BG. (b) Heatmap of transformed gene counts with DEG (*Padj* < 0.05, FC > |1.5|) and gene function data provided. DESeq2 identified the top 50 most abundant microglial genes; MAL‐BG samples exhibit low intrasample variability (Euclidean distance). DEGs in blue and non‐DEGs in yellow (t = true, f = false). Genes were searched against the NCBI and GeneCards® databases to determine function. (c) Venn diagram reporting overexpressed MAL‐BG DEGs compared to CON (dark gray) and MAL (blue) samples. (d) Pathway enrichment analyses conducted with ReactomePA (DEGs: *Padj* < 0.05, FC > 1.5); MAL‐BG versus CON (left) or MAL (right). Far right panel: CON versus MAL‐BG pathway enrichment analysis (top 30 pathways); network visualizations reported in Figure S4d. (e) Data from four independent experiments, each symbol represents average microglial cup number per hippocampal region, *n* = 13/group. Representative microglial phagocytic cup (pink arrow, top right). Percent of mice that exhibited microglial phagocytic feature/s, phagocytic cups counted from hippocampal slices by a blinded observer (bottom right). Results in a–d are from the same experiment. Bar graph indicates mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test

To further explore transcriptional alterations, we identified the most abundant genes present across samples. 

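The 50 genes with the largest mean normalized count, which are the 50 genes shown in Fig. 3b, were compared between libraries by the Euclidean distance of their log2 normalized counts. The mean distance between a MAL-BG library and a CON or MAL library was 7.74, against 3.37 between CON and MAL libraries, 3.55 within CON, 3.58 within MAL, and 4.05 within MAL-BG. Hierarchical clustering of these 50 genes into 2 clusters placed all 7 MAL-BG libraries in one and all 9 CON and MAL libraries in the other. With all tested genes in place of the 50, MAL-BG replicate 3 joined the CON and MAL libraries and the other 6 MAL-BG libraries stayed apart. The distance of a library to the mean of its own group over the 50 genes, corrected for the size of the group, was 2.80 ± 1.26 (SD, n = 7) in MAL-BG and 2.56 ± 1.13 (SD, n = 9) in CON and MAL, a difference within the spread of the libraries (two-sided exact permutation test, p = 0.681). Of the 50 genes, 21 were higher and 6 were lower in MAL-BG than in CON, and 22 were higher and 10 were lower than in MAL.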

MAL‐BG mice exhibit a distinct microglial transcriptional profile (Euclidean clustering). NIH (NCBI) and Weizmann Institute (GeneCards®) gene databases provided broad gene function (Figure 3b). As anticipated, highly expressed non‐DEGs serve essential cellular activities, including key transcriptional regulators (*Malat1* and *Btg2*). 

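Malat1, a long noncoding RNA of the nucleus on chromosome 19 from 5795690 to 5802672, was the gene with the 6th largest mean count. Its level was 5895 ± 994 CPM (SD, n = 4) in CON, 7639.7 ± 329 CPM (SD, n = 5) in MAL, and 5557 ± 2170.2 CPM (SD, n = 7) in MAL-BG. The log2 fold change was -0.09 against CON (standard error 0.258, adjusted p = 0.809 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.46 against MAL (standard error 0.240, adjusted p = 0.129, same edgeR test). Both values changed sign under the offsets for gene length and GC content with scaling by the mean log2 CPM, to 0.43 and 0.07. A small gene annotated on the same strand, Gm27694, overlaps Malat1, so the counts of the locus could be shared.

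Btg2 codes for an antiproliferative regulator of transcription and lies on chromosome 1 from 134074865 to 134079155. It had 2492 ± 972 CPM (SD, n = 4) in CON, 2934 ± 814 CPM (SD, n = 5) in MAL, and 1786 ± 586 CPM (SD, n = 7) in MAL-BG. Against CON the log2 fold change was -0.48 (standard error 0.262, adjusted p = 0.146 from the edgeR test) and did not pass the threshold. Against MAL it was -0.72 (standard error 0.246, adjusted p = 0.0261 from the edgeR test), which passed. Without MAL replicate 4 the fold change against MAL was -0.56, and without MAL-BG replicate 1 it was -0.65, and in neither case was Btg2 called.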

The function of many highly expressed DEGs were broadly categorized into (1) lipid metabolism (e.g., *Enpp2*) and degradation pathways, including (2) lysosomal processing, notably cathepsin proteases (e.g., *Ctsd* and *Ctss*) and (3) phagocytosis regulation and/or synaptic pruning (e.g., *Sirpa* and complement pathway genes including *C1qa*, *C1qc*, *C1qb*).

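Enpp2, which codes for the lysophospholipase D autotaxin, lies on chromosome 15 from 54838901 to 54952789. It was lower in MAL-BG, with 7522 ± 3927 CPM (SD, n = 4) in CON, 6034 ± 3745 CPM (SD, n = 5) in MAL, and 1275 ± 1018 CPM (SD, n = 7) in MAL-BG. The log2 fold change was -2.56 against CON (standard error 0.562, adjusted p = 0.00174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.24 against MAL (standard error 0.537, adjusted p = 0.00325, same test). Enpp2 is also one of 22 genes of choroid plexus epithelium listed before the counts were seen, of which 21 could be tested and all 21 were lower in MAL-BG than in CON.

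Ctsd, the gene of the lysosomal protease cathepsin D (chromosome 7 from 142375910 to 142387827), had 5623 ± 986 CPM (SD, n = 4) in CON, 5292 ± 719 CPM (SD, n = 5) in MAL, and 13955 ± 2746 CPM (SD, n = 7) in MAL-BG. All 7 MAL-BG libraries lay above all CON and MAL libraries, and the log2 fold change was 1.31 against CON (standard error 0.190, adjusted p = 9.17e-05 from the edgeR test). A predicted gene on the same strand, Gm49369, overlaps exons of Ctsd, so its counts are uncertain to that extent. Ctss, the gene of cathepsin S (chromosome 3 from 95526786 to 95556405), rose from 3524 ± 559 CPM (SD, n = 4) in CON to 6913 ± 1446 CPM (SD, n = 7) in MAL-BG, and its log2 fold changes were 0.97 against CON and 0.95 against MAL (adjusted p = 7.85e-04 and 5.56e-04, edgeR). Of a list of 35 genes of cathepsins and the lysosome, 31 were higher in MAL-BG than in CON, with a median log2 fold change of 0.58, and 27 had an adjusted p under 0.05 over all genes tested and 27 when adjusted over the list alone.

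Sirpa, which codes for a receptor on phagocytes that binds CD47 and restrains engulfment (chromosome 2 from 129591042 to 129632228), had 1630.0 ± 529.8 CPM (SD, n = 4) in CON, 1757 ± 441 CPM (SD, n = 5) in MAL, and 4087 ± 1043 CPM (SD, n = 7) in MAL-BG. Its log2 fold change was 1.33 against CON and 1.22 against MAL (adjusted p = 4.80e-04 and 4.90e-04, edgeR). The genes of the 3 chains of complement component C1q lie side by side on chromosome 4, C1qb from 136880126 to 136886200, C1qc from 136889801 to 136892936, and C1qa from 136895916 to 136898844. C1qa had 2954 ± 877 CPM (SD, n = 4) in CON, 2890.4 ± 714 CPM (SD, n = 5) in MAL, and 7102 ± 1595 CPM (SD, n = 7) in MAL-BG, a log2 fold change of 1.27 against CON (adjusted p = 5.10e-04, edgeR). Against CON, the log2 fold change was 0.89 for C1qb (standard error 0.190) and 0.96 for C1qc (standard error 0.200), and both were DEGs in both comparisons. Of 19 complement genes tested, these included, 11 were higher and 8 lower than in CON, 4 were DEGs that rose and 1 was a DEG that fell, and the median log2 fold change was 0.12. The list was not called by the camera set test (adjusted p = 0.167) but was called higher by fry (adjusted p = 0.0439), and with the length and GC offsets and scaling by the mean log2 CPM 15 of 19 were higher, with a median of 0.38. Among 27 genes that regulate phagocytosis, 20 were higher in MAL-BG than in CON, 15 had an adjusted p under 0.05 over all genes and 16 when adjusted over the list alone, and the median log2 fold change was 0.40 (camera, adjusted p = 3.74e-04). None of the named genes of degradation and complement differed between MAL and CON.

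**Figure D1:**
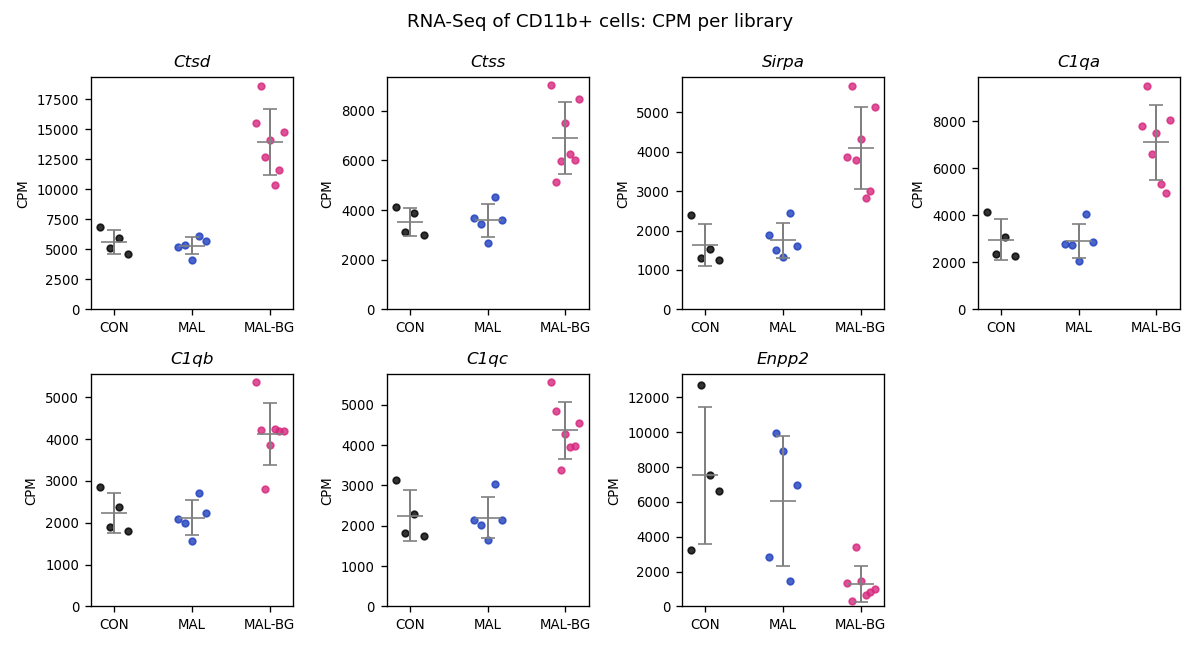
CPM per library of Ctsd, Ctss, Sirpa, C1qa, C1qb, C1qc, and Enpp2 in CON (black, n = 4), MAL (blue, n = 5), and MAL-BG (pink, n = 7); each point is 1 mouse, and grey bars show mean and SD. In Ctsd, Ctss, Sirpa, C1qa, and C1qc all MAL-BG points lie above all other points, and in Enpp2 the MAL-BG points overlap the lowest CON and MAL points.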

Similar transcriptional shifts were supported by flow cytometry, qPCR, and biological pathway analyses (Figure S4b–d). 

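Against CON, 1659 genes were higher in MAL-BG, against MAL 1479, and 1948 genes were higher than in at least 1 of both groups. Of these, 1190 were higher in both comparisons, 469 only against CON, and 289 only against MAL. Among the 1190 shared genes, 528 had all 7 MAL-BG libraries above all 9 CON and MAL libraries. In simulated counts with the same libraries shared and no effect, 0 genes were called in both comparisons, and of equally many top-ranked genes 412 overlapped on average (376 to 440, 20 simulations), against 1267 here. The number of higher genes moved with the length and GC offsets and scaling by the mean log2 CPM, to 3224 against CON, 2908 against MAL, and 2528 in both, and without the fold change threshold, to 2889, 2940, and 2455.

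The largest rises against CON among these fully separated genes were those of Lrg1, Mmp9, Tmem40, Stfa2l1, and Nlrp12, a rule set beforehand. Lrg1 (chromosome 17 from 56119678 to 56121946) codes for a secreted glycoprotein and rose from 0.617 ± 0.341 CPM (SD, n = 4) in CON to 15.7 ± 16.9 CPM (SD, n = 7) in MAL-BG, a log2 fold change of 4.64 (standard error 0.812, adjusted p = 3.48e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp9 (chromosome 2 from 164940326 to 164955850), the gene of a matrix metalloproteinase, had 4.32 ± 3.39 CPM (SD, n = 4) in CON, 4.42 ± 3.37 CPM (SD, n = 5) in MAL, and 68.3 ± 80.1 CPM (SD, n = 7) in MAL-BG, a log2 fold change of 3.97 against CON (adjusted p = 0.00121, edgeR). Without MAL-BG replicate 5 the log2 fold change against CON was 3.92 for Lrg1 and 3.16 for Mmp9. Mmp9 and Stfa2l1 are also in the list of neutrophil genes. Within MAL-BG, Lrg1 and Tmem40 were highest in replicate 5 (51.9 and 8.79 CPM) and lowest in replicate 6 (2.38 and 0.891 CPM), as was S100a8 of that list. Nlrp12 was highest in replicate 5 as well, but lowest in replicate 3 (0.827 CPM). Which cells of the fraction carry these genes was not tested. The log2 fold changes of Tmem40 (chromosome 6 from 115729131 to 115762466), Stfa2l1 (chromosome 16 from 36156811 to 36161948), and Nlrp12 (chromosome 7 from 3218643 to 3249771) were 2.79, 2.64, and 2.38, at levels of 2.83, 1.41, and 2.60 CPM in MAL-BG. Without MAL-BG replicate 5 they were 2.14, 2.30, and 1.93, at 1.84, 1.14, and 1.93 CPM. Annotated microRNA genes overlap Nlrp12, 1 of them on the same strand.

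The largest falls by the same rule were those of Zdhhc23, Aff2, Olfr1507, and Rims1. Zdhhc23 (chromosome 16 from 43965033 to 43979820) had 53 counts over the 4 CON libraries, 77 over the 5 MAL libraries, and 0 over the 7 MAL-BG libraries, which with a floor of 3 counts over the group is at least 39.1-fold lower than in CON and at least 45.6-fold lower than in MAL, a bound that covers counting error only. Aff2 (chromosome X from 69360190 to 69872054) had 74 counts in CON and 1 in MAL-BG, and Olfr1507 (chromosome 14 from 52489935 to 52495695) had 97 in CON and 2 in MAL-BG. The synaptic gene Rims1 (chromosome 1 from 22285972 to 22806158) had a log2 fold change of -5.89 against CON (adjusted p = 4.58e-06, edgeR), from 9.21 ± 6.65 CPM (SD, n = 4) in CON to 0.147 ± 0.0921 CPM (SD, n = 7) in MAL-BG.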

Over 1800 DEGs were overexpressed in MAL‐BG samples (*Padj* < 0.05, FC > 1.5), compared to CON or MAL mice (Figure 3c). ReactomePA (hypergeometric model) (Yu & He, 2016) identified biological pathways enriched in healthy and malnourished microglia (Figure 3d and Figure S4d). 

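Reactome annotations were not used here. In their place, 13 short lists of genes for the pathways named in the text and in Fig. 3d were written before the counts were seen and tested with camera, a set test that asks whether the genes of a list move against the other genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. The same 8 lists were called in the same direction against CON and against MAL. The lists of MHC class I antigen processing, the proteasome, N-glycosylation, mRNA splicing, cathepsins and lysosome, and regulators of phagocytosis were higher in MAL-BG, and those of neurotransmission and synapse and of cilium assembly were lower. All 8 calls held under fry in both comparisons, and none held when camera estimated the correlation between genes (smallest adjusted p = 0.207 against CON and 0.212 against MAL). Under fry, 12 lists were called against CON and 9 against MAL. Between MAL and CON, camera called 2 lists, neurotransmission and synapse (median log2 fold change -0.26, adjusted p = 0.0375) and cilium assembly (median log2 fold change -0.12, adjusted p = 0.00622), both lower in MAL, and fry called 0.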

Enrichment profiles were comparable between MAL‐BG versus CON and MAL‐BG versus MAL conditions, with more pathways identified in the MAL‐BG versus CON pathway analysis (Figure 3d, left). 

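Of 44 genes of neurotransmission and the synapse, 38 had enough counts to be tested, and all 38 were lower in MAL-BG than in CON, with a median log2 fold change of -2.09 (camera, adjusted p = 7.29e-15). An adjusted p under 0.05 was reached by 32 of them over all genes tested and by 35 when adjusted over the list alone. Against MAL the median was -1.99. A separate list of 22 neuron marker genes, 7 of them in another list, had a median of -2.40 against CON. Libraries of the whole CD11b+ fraction do not part less neuronal RNA from a change within microglia. Of 34 axon guidance genes tested, 24 were lower and 10 higher than in CON, with a median of -0.70, and the list was not called by camera (adjusted p = 0.241) but was under fry (adjusted p = 0.0442). Its direction depended on the processing, since with offsets for gene length and GC content and scaling by the mean log2 CPM 17 genes were higher and 17 lower, while it stayed lower with DESeq2 size factors (-0.68) and upper-quartile scaling (-0.72), and with the same offsets and scaling against MAL the median changed from -0.39 to 0.24. The 39 genes of MAPK signaling went both ways. In this list 21 were higher and 18 lower than in CON, the median log2 fold change was 0.02 and the mean -0.19, and it was not called by camera (adjusted p = 0.794), while fry called it lower (adjusted p = 0.0325). The median of the MAPK list was -0.00136 with upper-quartile scaling, and 0.29 with the offsets and scaling by the mean log2 CPM, with 27 genes higher and 12 lower. In the list of cilium assembly, 33 of 39 genes were lower in MAL-BG than in CON, with a median of -0.68 (camera, adjusted p = 1.32e-06), 28 with an adjusted p under 0.05 over all genes and 29 adjusted over the list alone. A list of ependyma marker genes had a median of -1.85 against CON, so RNA of ependyma may share in this fall.

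**Figure D2:**
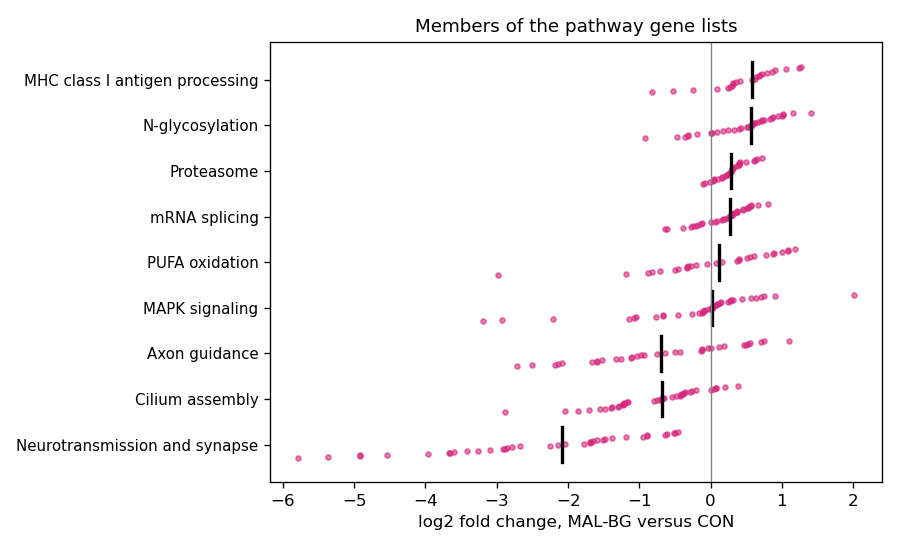
Log2 fold change of MAL-BG versus CON for each tested gene of 9 pathway lists; each point is 1 gene, the black bar is the median of the list, and the grey line is at 0. The points of neurotransmission and synapse all lie below 0, with a median of -2.09, and most points of MHC class I antigen processing lie above 0, with a median of 0.58. Libraries are of the whole CD11b+ fraction, so the points do not show which cells changed.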

Enriched CON versus MAL‐BG pathways identified multiple homeostatic processes; notably neurotransmitter signaling, MAPK signaling cascades, and axon/synapse regulation. MAL‐BG microglia display altered lipid and carbohydrate metabolic pathways. 

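In a list of 34 genes of N-glycosylation, the attachment of sugar chains to proteins in the endoplasmic reticulum and Golgi, 28 were higher in MAL-BG than in CON and 27 were higher than in MAL. The median log2 fold change was 0.57 against CON (camera, adjusted p = 7.94e-07) and 0.50 against MAL (camera, adjusted p = 4.38e-07). An adjusted p under 0.05 against CON was reached by 23 of the 34 genes over all genes tested and by 23 when adjusted over the list alone.

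The 28 genes of the oxidation and desaturation of polyunsaturated fatty acids moved in both directions. In this list 15 were higher and 13 were lower than in CON, with a range of log2 fold changes from -2.99 to 1.18 and a median of 0.12. Of the 28 genes, 15 had an adjusted p under 0.05 over all genes and 15 when adjusted over the list alone, 7 past the fold change threshold as higher and 4 as lower. The list was not called by camera (adjusted p = 0.241 against CON and 0.226 against MAL), while fry called it higher (adjusted p = 0.0325 and 0.00841).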

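Of 23 genes of MHC class I and its antigen processing with enough counts, 20 were higher in MAL-BG than in CON, with a median log2 fold change of 0.58 and a range from -0.83 to 1.27 (camera, adjusted p = 2.42e-05). Against MAL 20 of 23 were higher as well, with a median of 0.48 (camera, adjusted p = 3.25e-05). An adjusted p under 0.05 against CON was reached by 15 of them over all genes tested and by 15 when adjusted over the list alone. Counts of the class I heavy chain genes are uncertain, because these paralogs share sequence and reads could be split or dropped between them. The list of 31 proteasome subunits, which cut proteins into the peptides that class I molecules present, moved by less. Of these 28 were higher than in CON, with a median of 0.29 (camera, adjusted p = 1.40e-04), and 18 had an adjusted p under 0.05, but only 4 passed the fold change threshold. Both lists kept a positive median under every scaling tried. Between MAL and CON, the medians were 0.05 for antigen processing and -0.06 for the proteasome, and neither list was called.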

Notably, major histocompatibility (MHC) class I and antigen‐processing pathways were highly enriched in MAL‐BG samples (Figure 3d and Figure S4d), processes linked to phagocytosis and increased degradation events (Fu et al., 2014; Münz, 2010). To validate a phagocytic MAL‐BG profile, we counted the number of large phagocytic cups—actin rich, lasso‐like structures formed during microglial envelopment/engulfment (Persaud‐Sawin et al., 2009). A moderate increase of phagocytic structures was present within an independent cohort. MAL‐BG mice exhibited nearly 3× more phagocytic cups compared to healthy controls (Figure 3e, left). Approximately half of hippocampal slices from CON or MAL featured phagocytic cups compared to >80% within the MAL‐BG model (Figure 3e, right).

Complement‐dependent microglial phagocytosis shapes diverse brain functions, from continued modulation of neural plasticity and memory via synaptic pruning, to engulfment of noxious stimuli during neuroimmune responses (Wang et al., 2020; Wu et al., 2015; York, Bernier, & MacVicar, 2018). To identify the scope of MAL‐BG alterations and examine how fecal‐oral contamination contributes to microglial alterations and putative phagocytic function, we assessed key gut microbiota‐brain pathways, namely inflammation, barrier integrity, and neurometabolism (Bauer et al., 2016, 2019).

### 3.3 Inflammation and BBB integrity unaltered in MAL‐BG model

Co‐occurring malnutrition and fecal‐oral contamination often present with systemic comorbidities including immune dysregulation and low‐grade inflammation, processes linked to gut dysbiosis (Brown et al., 2015; Crane et al., 2015; Di Giovanni et al., 2016). To assess whether MAL and MAL‐BG microglia respond to neuroinflammation, we examined CNS and peripheral (sera) inflammation. MAL and MAL‐BG mice exhibited low levels of TNF‐α or IL‐6 proinflammatory cytokines, comparable to CON counterparts (Figure S5a,b).

To specifically address microglial‐mediated inflammatory responses, we measured expression of key immune receptors by flow cytometry (CD11b^high^/F480^high^/CD45^low^ population; Figure S5c). CD86, MHC II and toll‐like receptor (TLR) 4 contribute to immunoregulation and pathogen responses and microglial upregulation of these receptors has been established during neuroinflammatory conditions (Schetters et al., 2018; Wang et al., 2019). The frequency and geometric mean fluorescence intensity (gMFI) of CD86, MHC II, and TLR 4 were comparable across dietary conditions (Figure S5d). Collectively, these findings suggest that the morphological and transcriptional profile observed in MAL‐BG microglia is distinct from classical features of inflammatory microglial activation.

We previously reported that fecal‐oral contamination influences small intestinal permeability in malnourished mice (Brown et al., 2015), (see also Figure S5e). In addition to regulating the enteric barrier, gut microbes have been linked to the development and maintenance of the CNS analog—the BBB (Braniste et al., 2014). BBB permeability was measured by IgG immunostaining and tetramethylrhodamine biocytin (biocytin‐TMR) permeability across the neural vasculature. All groups exhibited low levels of interstitial IgG, indicative of BBB integrity (Readnower et al., 2010) (Figure S5f). As further validation, we measured biocytin intensity within the brain following biocytin‐TMR tail vein injection. CNS endothelial cells lack vitamin transporter *Slc5a6* required for expected biocytin transport, though significant BBB deficits enable biocytin‐TMR CNS distribution (Knowland et al., 2014). We observed no difference in biocytin‐TMR intensity throughout cortical tissue in CON, MAL, and MAL‐BG mice (Figure S5g–i). We note that BBB integrity was measured at our standard endpoint (14 day following bacterial gavage). These findings do not exclude the possibility of transitory BBB deficits at earlier timepoints. Moreover, these methods may not capture more subtle BBB deficits. Markers of transient BBB disruption and/or pathogen‐induced proinflammatory cytokine elevation, notably peripheral immune cell infiltration, were not observed in CON, MAL, and MAL‐BG brains (see macrophage population, Figure S4a) (Schetters et al., 2018). Collectively, these results support broad BBB maintenance in the malnourished models.

We then assessed neurometabolism, specifically targeting the hippocampus, a critical region for cognitive function and spatial memory and the site of microglial morphology analyses (Mills et al., 2014). Untargeted metabolomic analyses were conducted on single hippocampi from CON, MAL, and MAL‐BG mice (*n* = 5) by RP‐UPLC‐FTMS. This method identified and relatively quantified >6300 unique metabolite features with 25 differentially abundant hits (one‐way ANOVA Fischer's LSD, *Padj* < 0.05), far fewer compared to the previously reported small intestine metabolome (Brown et al., 2015), likely highlighting CNS resilience against malnutrition. Indeed, the BBB and extensive energy requirements contribute to a distinct, and energetically resilient, metabolomic brain profile (Camandola & Mattson, 2017; Qi et al., 2020).

PLSDA and unsupervised PCA revealed moderate shifts in the hippocampal metabolome (Figure 4a and Figure S6a). Differentially abundant *m/z* features were annotated against KEGG and METLIN databases. Ion mode, *m/z*, and putative annotations are reported in Figure S6b. These metabolites contributed to lipid signaling pathways, recalling both the microglial transcriptome (Figure 3b–d) and previously reported metabolic alterations within the malnourished small intestine (Brown et al., 2015). More specifically, MAL‐BG mice exhibited altered PUFA metabolism, validated by GC analyses of an independent cohort.

**FIGURE 4:**
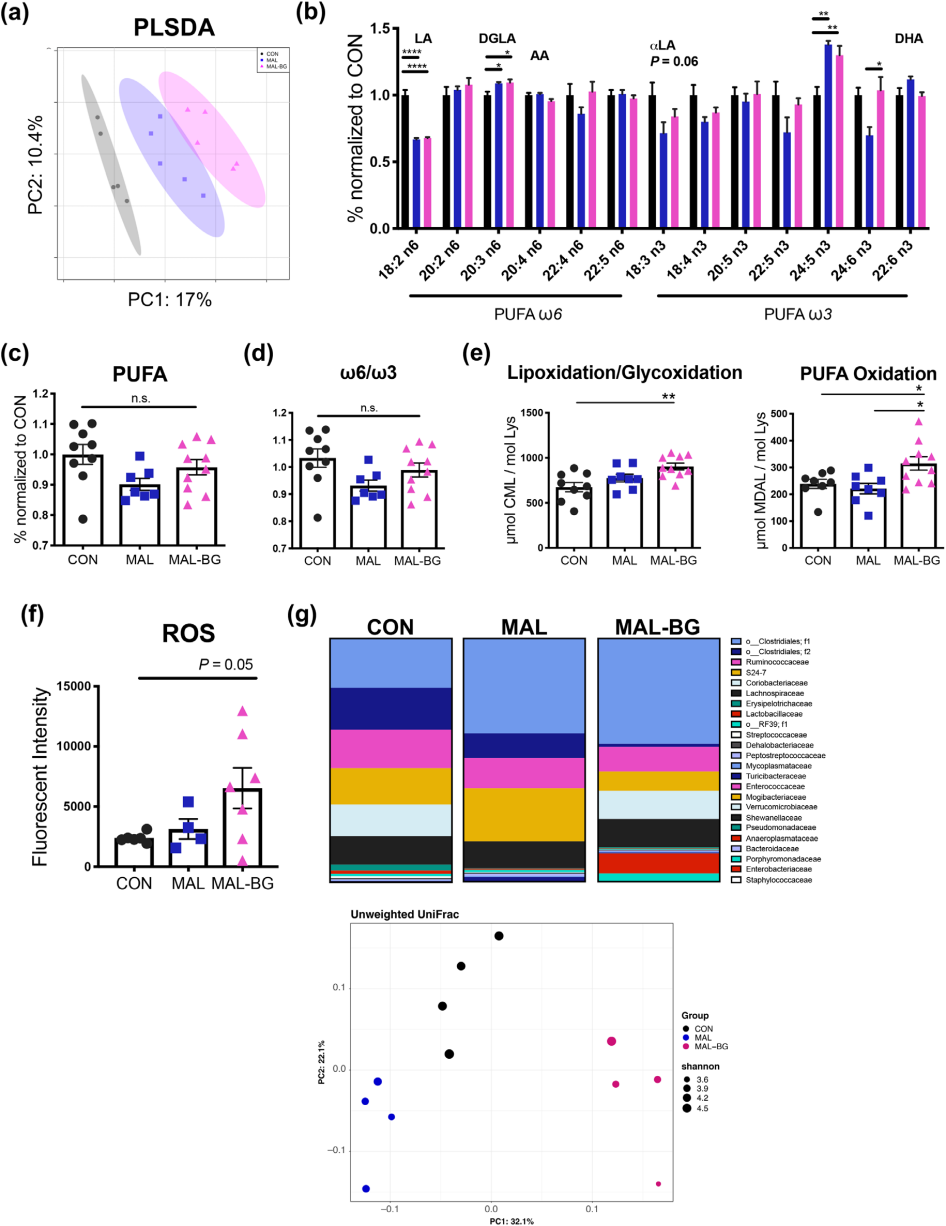
Specific gut microbes promote systemic oxidative stress in MAL‐BG model. (a) PLSDA of untargeted hippocampal metabolomics, data from the negative ion channel, *n* = 5/group (see also Figure S6a). (b) The relative abundance of PUFAs within the murine cortex normalized to controls. Data revealed alterations in ω6 and ω3 metabolism, major PUFAs labeled: LA, linoleic acid, DGLA, dihomo‐γ‐linolenic acid, AA, arachidonic acid, αLA, α‐linoleic acid, and DHA, docosahexaenoic acid (*n* = 8–9 CON, 7 MAL, 10 MAL‐BG). (c) Relative abundance of cortical PUFA levels normalized to controls. (d) ω6/ω3 ratio from cortical CON, MAL, and MAL‐BG tissue, *n* = 7–10/group. (e) CML and MDAL levels from murine cortical tissue. Data normalized to tissue mol lysine. (f) Cellular ROS levels within ex vivo intestinal epithelial cells from the CON, MAL, and MAL‐BG small intestine, fluorescent intensity was measured via plate reader following 30 min treatment with CellROX® (15 μM final concentration). (g) The average relative abundance of the fecal microbiota (*n* = 4) by family classification determined by the 16S rRNA gene (above). Unweighted UniFrac PCA and α‐diversity (Shannon index) of the CON, MAL, and MAL‐BG microbiota (below), see also Figure S7a. Microbiome analyses conducted using QIIME2 (v. 2018.2). Fatty acid profiling and CNS oxidative stress measures are from the same experiments. Bar graphs indicate mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test (fatty acid profiling, oxidative stress) or Dunnett's test (ROS measurement). PLSDA, partial least squares discriminant analysis; PUFA, polyunsaturated fatty acid; n.s., non‐significant [Correction added on January 29, 2022, after first online publication: Figure 4 legend has been updated.]

Compared to standard chow, the malnourished diet contains ~one third of essential PUFAs: linoleic acid (LA, 18:2 ω6) (Brown et al., 2015). Despite a modest increase in chow consumption (Figure S6c), malnourished mice maintain reduced dietary PUFA intake compared to healthy controls. While dietary‐dependent LA levels are reduced in malnourished brain tissues, total PUFA levels are comparable across healthy and malnourished models (Figure 4b,c). Levels of ω6 PUFAs derived from LA were unaltered (e.g., arachidonic acid [AA]) or even elevated (e.g., dihomo‐γ‐linolenic acid [DGLA]) in MAL and MAL‐BG brains (Figure 4b), supporting RP‐UPLC‐FTMS analyses (Figure S6b). Elevated ω6/ω3 PUFA ratio, an established marker of metabolic‐induced inflammation and oxidative stress (Augusto et al., 2017; Katrenčíková et al., 2021; Maes et al., 2008), was not observed in MAL and MAL‐BG brains (Figure 4d).

### 3.4 Specific gut microbes exacerbate malnutrition‐induced oxidative stress

Comprised of multiple unsaturated double bonds, PUFAs are highly susceptible to oxidation (Pamplona et al., 2005). Notably, lipoxidation of ω6 PUFAs produces inflammatory and oxidative mediators linked to neurocognitive pathologies (McNamara & Almeida, 2019; Melo et al., 2019; Pamplona et al., 2021). As oxidative stress has been linked with microglial dysfunction (Brown & Neher, 2014; Padurariu et al., 2010; Pamplona et al., 2005), we assessed amino acid (protein) oxidation, glycoxidation, and lipoxidation (Figure 4e and Figure S6d). Malnutrition alone was sufficient to promote CNS oxidative stress (Figure S6d), increasing HAVA ([2H5] 5‐hydroxy‐2‐aminovaleric acid) and CEL (Nε‐[carboxyethyl]‐lysine) levels, biomarkers of protein oxidation and glycoxidative stress, respectively (F_2,24_ = 9.494, *p* = .0009; F_2,24_ = 9.576, *p* = .0009). The combination of malnutrition plus fecal microbial exposures significantly exacerbated lipoxidative markers. MAL‐BG brains displayed elevated CML (Nε‐[carboxymethyl]‐lysine) (lipoxidation/glycoxidation marker) and MDAL (Nε‐[malondialdehyde]‐lysine) (PUFA‐dependent lipid peroxidation) levels (F_2,24_ = 6.954, *p* = .0042 for CML; F_2,23_ = 5.618, *p* = .0103 for MDAL; Figure 4e (Pamplona et al., 2005). We then searched the microglial transcriptome for genes within lipoxidative pathways, including NADPH oxidase, a major source of microglial‐generated ROS (Bouzidi & Doussiere, 2004; Wang et al., 2018; York, Bernier, & MacVicar, 2018). Microglial genes linked to oxidation and NADPH oxidase activation (e.g., *S100a8* and *S100a9*) were elevated within the MAL‐BG model (Supplemental File 3a). 

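S100a8 (chromosome 3 from 90669071 to 90670034) and S100a9 (chromosome 3 from 90692630 to 90695721) code for calcium-binding proteins that form a heterodimer and bind arachidonic acid. S100a8 had 27.0 ± 11.1 CPM (SD, n = 4) in CON, 33.4 ± 24.2 CPM (SD, n = 5) in MAL, and 566 ± 948 CPM (SD, n = 7) in MAL-BG. The log2 fold change was 4.39 against CON (standard error 1.10, adjusted p = 0.00419 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.08 against MAL (standard error 0.977, adjusted p = 0.00325, same test). The MAL-BG libraries differed widely, with 145, 284, 67.8, 123, 2670, 49.9, and 625 CPM in replicates 1 to 7, and replicate 5 set much of the mean. Without it the log2 fold change was 2.98 against CON and 2.67 against MAL, and S100a8 was called in both comparisons. S100a9 had 46.4 ± 17.6 CPM (SD, n = 4) in CON, 61.6 ± 48.8 CPM (SD, n = 5) in MAL, and 861 ± 1348 CPM (SD, n = 7) in MAL-BG, with log2 fold changes of 4.21 against CON and 3.80 against MAL (adjusted p = 0.00455 and 0.00416, edgeR), and 2.95 and 2.55 without MAL-BG replicate 5. Both genes are also in the list of neutrophil genes, and over the 7 MAL-BG libraries S100a8 rose and fell with the other neutrophil genes (Pearson's r = 0.987, exact permutation p = 0.000397; Spearman's rho = 0.964, exact permutation p = 0.00278; r = 0.962 without the 2 libraries farthest from the median; adjusted p = 0.00106 and 0.00635 over 16 relations).

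Supplemental File 3a lists 11 genes, of which 3 were DEGs higher and 2 were DEGs lower in MAL-BG than in CON in the fit without a batch term. Of the lower ones, Sh3pxd2b is at -0.56 in the paper's values, short of the fold change threshold. Cyba, the gene of the p22phox subunit of NADPH oxidase (chromosome 8 from 122424771 to 122432940), had 238 ± 51.7 CPM (SD, n = 4) in CON, 252 ± 52.9 CPM (SD, n = 5) in MAL, and 531 ± 113 CPM (SD, n = 7) in MAL-BG, a log2 fold change of 1.15 against CON (adjusted p = 2.68e-04, edgeR) and 1.07 against MAL (adjusted p = 2.50e-04, edgeR). Cybb, the gene of the catalytic subunit (chromosome X from 9435252 to 9487766), had 123 ± 28.3 CPM (SD, n = 4) in CON, 174 ± 20.8 CPM (SD, n = 5) in MAL, and 129 ± 58.0 CPM (SD, n = 7) in MAL-BG, and its log2 fold change against CON of 0.07 was -0.17 without MAL-BG replicate 5, and it was not a DEG in either comparison with all libraries. Against CON the log2 fold change was -0.03 for Ncf1 (chromosome 5 from 134220053 to 134229628), 0.33 for Ncf4 (chromosome 15 from 78244164 to 78262582), 0.39 for Pdgfb (chromosome 15 from 79995865 to 80024614), and -0.00282 for Noxo1 (chromosome 17 from 24696234 to 24700530), each with an adjusted p above 0.05. The sign of Ncf1 and Noxo1 changed with the processing. Sh3pxd2a (chromosome 19 from 47260174 to 47464612) and Sh3pxd2b (chromosome 11 from 32347773 to 32428189), which code for organizer proteins of the oxidase, fell by 0.68 and 0.81 on the log2 scale against CON (adjusted p = 0.00103 and 0.00257, edgeR). With the length and GC offsets and scaling by the mean log2 CPM, Sh3pxd2a was at 0.08, and Sh3pxd2b at -0.21 was no longer called. Over the 11 genes the median log2 fold change was 0.29 and the list was not called by camera (adjusted p = 0.249), with 5 genes at an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone, which is not independent evidence where the study chose the genes on these samples.

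**Figure D3:**
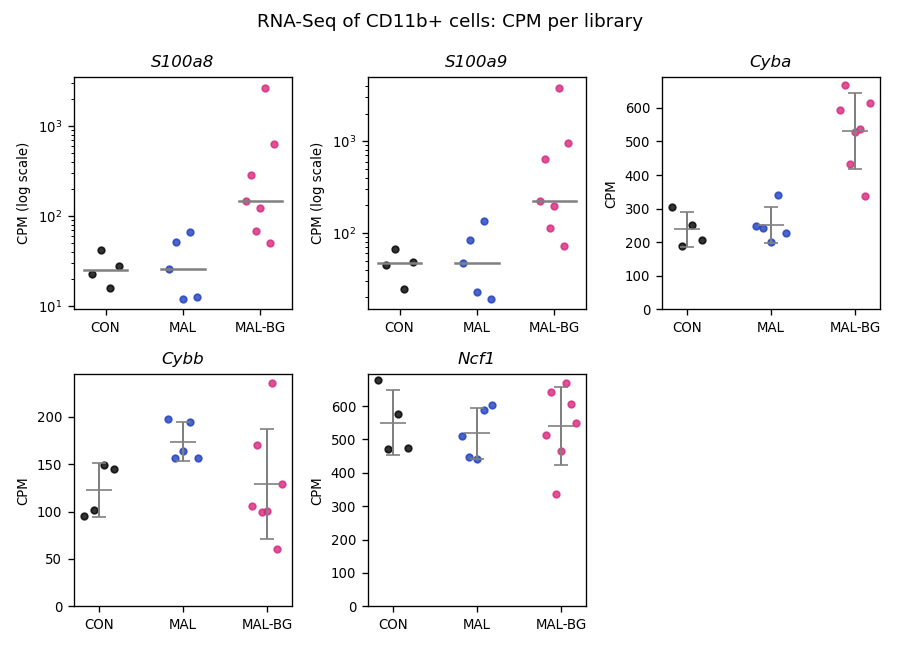
CPM per library of S100a8 and S100a9 (log axes, grey bar at the median) and of Cyba, Cybb, and Ncf1 (linear axes, grey bars with mean and SD) in CON (black, n = 4), MAL (blue, n = 5), and MAL-BG (pink, n = 7); each point is 1 mouse. In S100a8, MAL-BG replicate 5 is the highest point at 2670 CPM, and in Ncf1 the 3 groups overlap.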

While elevated NADPH oxidase genes may reflect inflammatory responses (Wang et al., 2018), transcriptional alterations occurred in the absence of elevated TLR4/MHCII microglial expression and increased proinflammatory cytokine levels (TNF‐α and IL‐6; Figure S5a,d). These findings suggest that MAL‐BG microglia both respond and contribute to CNS oxidative pathways.

**FIGURE 5:**
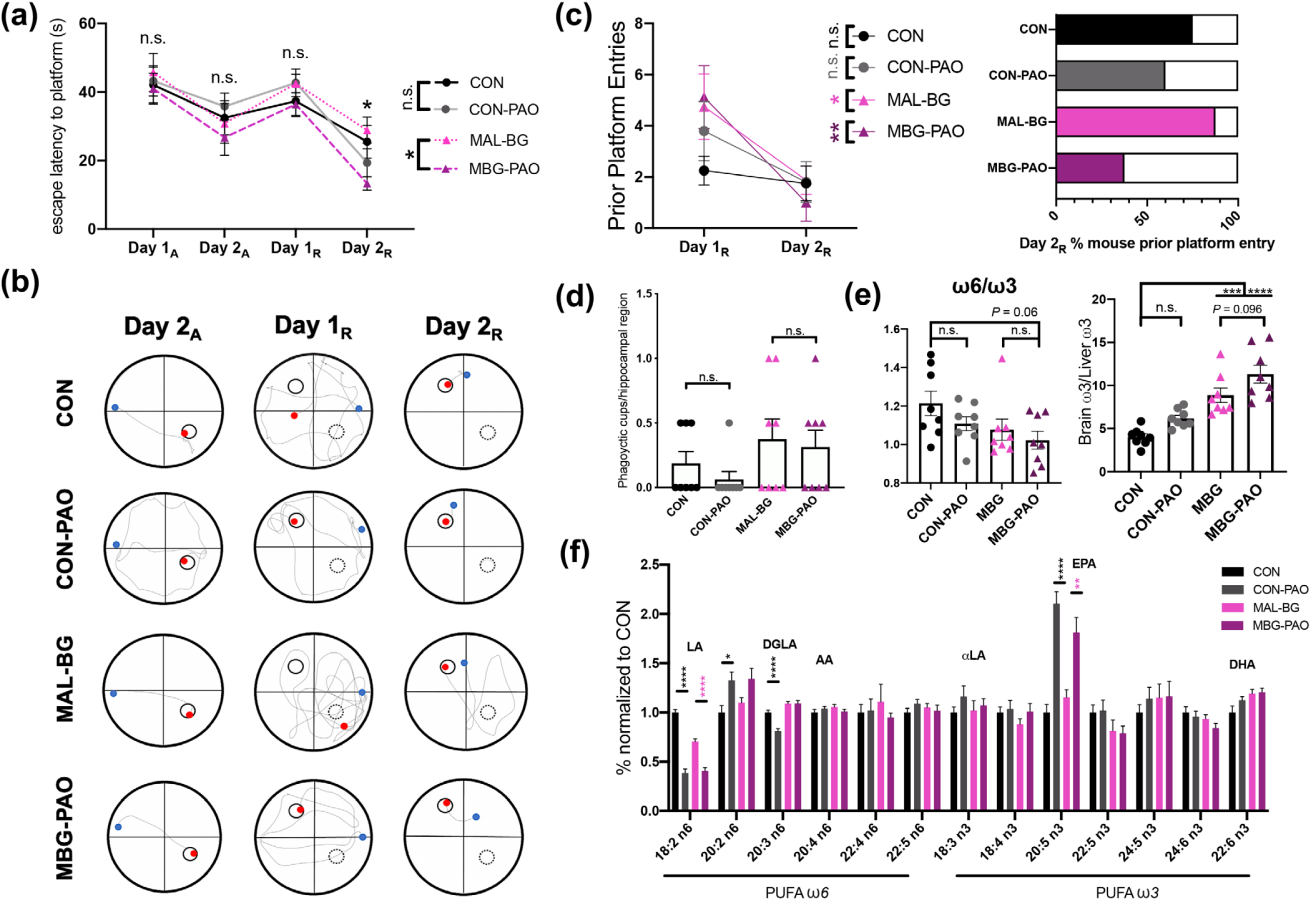
PAO dietary intervention largely mitigates cognitive MAL‐BG deficits. (a) Averaged escape latencies (time to hidden platform) of individual mice throughout acquisition (Day 1_A_, Day 2_A_) and reversal (Day 1_R_, Day 2_R_) learning. (b) Swim paths from the final Day 2_A_, Day 1_R_, and Day 2_R_ swim; same representative CON, CON‐PAO, MAL‐BG, or MBG‐PAO mouse across trials: solid circle = platform location, dotted circle = prior platform location, blue dot = start position, and red dot = final position. (c) Total prior platform entries for mice (mean = group average) from Day 1_R_ and Day2_R_, statistics determined by a two‐tailed, paired t‐test (left). Percent of mice in each group that entered prior platform on Day 2_R_ (right), *n* = 5–8/group. (d) Each symbol indicates average microglial phagocytic cup features within hippocampal images for each individual mouse. (e) ω6/ω3 ratio in murine cortical tissue (left) and measure of systemic ω3 shunting: ratio of brain/liver mol% ω3 (right). (f) The relative abundance of ω6 and ω3 PUFAs within the murine cortex normalized to controls: LA, linoleic acid, DGLA, dihomo‐γ‐linolenic acid, AA, arachidonic acid, αLA, α‐linoleic acid, EPA, eicosapentaenoic acid, and DHA, docosahexaenoic acid, *n* = 8/group for fatty acid analyses. Data in Figure 5 from same biological dataset. MWMT results were blindly conducted on ANY‐maze software. Graphs present mean with SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test Dunnett's test (MWMT graph a) or one‐way ANOVA with post hoc Tukey's test (microglia, fatty acid analyses): MWMT, Morris water maze test; n.s., non‐significant

Aberrant oxidation has long been considered both a driver and consequence of early‐life malnutrition (Khaled, 1994; Manary et al., 2000; Preidis et al., 2014). As gut microbiota dysbiosis, including altered *E. coli* abundance, have been linked to systemic oxidative stress (Cani et al., 2008; Kostic et al., 2014; Qiao et al., 2013), we hypothesized that ROS may originate at the interface of the gut microbiota and host. Volatile ROS trigger production of reactive aldehydes, such as MDAL, initiating a vicious cycle of continued lipid peroxidation (Barrera et al., 2016; Kwiecien et al., 2014; Pamplona et al., 2005). To assess intestinal oxidative stress, we measured ROS in ex vivo epithelial cells harvested from the CON, MAL, or MAL‐BG small intestine. Following *E. coli*/Bacteroidales exposure, the average ROS levels roughly doubled within the MAL‐BG gut (Figure 4f).

As fecal‐oral contamination promoted intestinal dysbiosis, we also assessed the malnourished gut microbiota. PCA of unweighted UniFrac distances generated from 16S rRNA sequencing revealed marked shifts in the MAL and MAL‐BG fecal microbiota, with samples clustering by bacterial exposure, then diet (Figure 4g and Figure S7a). Notably, the MAL‐BG microbiota exhibited a significant increase in the relative abundance of select bacterial gavage members, verifying robust microbial exposure (Figure S7b). To further explore how fecal commensals modulate the malnourished microbiome, we assessed predictive functionality of the MAL and MAL‐BG microbiota with PICRUSt. The majority of top differentially abundant pathways, following FDR correction, included amino acid metabolism and nucleic acid biosynthesis/scavenging pathways (Figure S7c and Supplemental File 3b pathways responsive to diet and oxidative strain (Huang et al., 2017; Ishii et al., 2018; Mar et al., 2016; Ni et al., 2019).

Long‐term consequences of malnutrition include brain and behavioral deficits, linked to impaired gut‐brain interactions (Black et al., 2013; Guerrant et al., 2013; Tofail et al., 2018). MAL‐BG results suggest that fecal‐oral contamination exacerbates impaired PUFA metabolism and lipoxidative stress during malnutrition. Indeed, acute undernutrition promotes systemic fatty acid oxidation within pediatric, malnourished cohorts at risk for intestinal infection (Bartz et al., 2014; Semba et al., 2017). We hypothesize that abnormal PUFA processing and subsequent lipoxidative stress likely contribute to aberrant microglial activity, ultimately affecting behavior and cognition.

### 3.5 Dietary intervention shapes MAL‐BG brain and PUFA profiles

To assess the impact of dietary intervention, we developed PAO (ω3 PUFA‐rich, antioxidant vitamin) fortification. PAO composition was based on published, antioxidant‐associated murine diets (McPherson et al., 2016; Vargas‐Robles et al., 2015), as well as recent dietary recommendations for pediatric undernutrition (Jones et al., 2015; Mehta et al., 2021; van der Merwe et al., 2013). The CON‐PAO diet and MAL‐PAO diet complement macronutrient and caloric content of the standard and malnourished diet, respectively.

PAO diets were enriched with ω3 PUFAs and antioxidant vitamin C/E (ascorbic acid phosphate/vitamin E acetate). Diets with high ω6/ω3 PUFA content have been repeatedly linked to aberrant inflammation and oxidative stress (Augusto et al., 2017; McNamara & Almeida, 2019; Padurariu et al., 2010; Pamplona et al., 2005). While CON, MAL, and MAL‐BG mice exhibit comparable ω6/ω3 ratios (Figure 4d), malnutrition altered ω3 and ω6 PUFA profiles (Figure 4b). An ω3‐enriched diet likely reduces ω6 lipoxidation events (Heshmati et al., 2019), while low ω6/ω3 intake mitigated CNS oxidative stress in malnourished rat models (Augusto et al., 2017). Intriguingly, recent work linked dietary ω3 PUFAs and microglial phagocytic function. Maternal ω3 PUFA deficits activated aberrant microglial phagocytosis in offspring, contributing to poor cognitive outcomes (Madore et al., 2020).

To reduce ω6/ω3 intake, PAO diets swapped fatty acid sources from ω6‐rich soybean oil (standard diet: 630 kcal%; malnourished diet: 210 kcal%) to ω3‐rich menhaden (fish) oil with equivalent kcal%. In addition to PUFA‐dependent shifts, the PAO diet was supplemented with ~4× higher concentration of vitamin C/E, potent antioxidants frequently incorporated within antioxidant murine diets (McPherson et al., 2016; Rebrin et al., 2005; Vargas‐Robles et al., 2015). Prior metabolite analyses informed levels of PAO vitamin supplementation (Brown et al., 2015).While non‐PAO diets (standard, malnourished) contain equivalent micronutrient content, our lab previously demonstrated significant reduction of intestinal vitamins within malnourished mice. Full dietary composition reported in Supplemental File 1.

We chose to assess the impact of PAO fortification in the MAL‐BG model in C57BL/6 mice, as these mice exhibit significant cognitive deficits, a tragic consequence of chronic undernutrition (Black et al., 2013). CON mice provided a healthy control. For concise naming, malnourished mice fed a PAO diet are subsequently labeled MBG‐PAO (**M**AL‐**BG** + PAO diet). Here, we report analyses conducted on CON, CON‐PAO, MAL‐BG, and MBG‐PAO models, model set‐up reported in Figure S8a.

Unexpectedly, PAO intervention failed to improve malnutrition‐induced growth deficits and even promoted stunting features. MBG‐PAO mice exhibited modest, but not significant, reduction in weight and tail length compared to MAL‐BG counterparts. In contrast, CON‐PAO mice displayed significant growth faltering (Figure S8b), likely driven by decreased chow intake (Figure S8c). Although dietary intervention failed to improve anthropometric features, PAO fortification mitigated cognitive deficits of malnutrition as assessed via MWMT.

PAO cognitive testing revealed similar trends as previous MWMT analyses. CON and MAL‐BG mice displayed comparable learning capacity during MWMT acquisition training (Figure 5a). As before, we observed impaired escape latency (time to platform) following relocation of the hidden pool platform (reversal training), Day 2_R_: F_3_,_25_ = 3.546, *p* = 0.0289. PAO fortification benefited MWMT cognitive readouts, notably escape latency and prior platform entry (Figure 5a‐c). CON‐PAO subjects exhibited modest improvement in escape latency compared to CON counterparts during reversal training. MBG‐PAO mice, however, located the hidden platform significantly faster than MAL‐BG subjects (Day 2_R_ average escape latency [s] and SD: CON = 25.53 ± 13.39, CON‐PAO = 19.37 ± 9.18, MBG = 28.87 ± 10.79, and MBG‐PAO = 13.32 ± 5.50); Figure 5a. These changes were not linked to growth‐dependent swimming impairment as average swim speeds remained consistent throughout MWM testing (Figure S8d). Once again, we observed that healthy mice largely eliminate prior platform entry, a measure of leaning plasticity (Figure 5c and Figure S8e). Unlike prior MWM testing, healthy controls did not significantly reduce prior platform entry from Day 1_R_ to Day 2_R_, due to near elimination of platform entries on Day 1_R_ within this experimental round. The malnourished PAO diet however, led to striking reduction of prior platform entry (MAL‐BG: paired t‐test = 2.631, *p* = 0.034; MBG‐PAO: paired t‐test = 3.667, *p* = 0.008). Moreover, only 37.5% (3/8 mice) of MBG‐PAO subjects entered the prior platform throughout four trials on Day 2_R_, compared to 87.5% (7/8 mice) MAL‐BG subjects (Figure 5c and S8e), highlighting improved spatial memory and learning plasticity linked to malnourished PAO intervention.

As appropriate learning involves microglia phagocytic processes (Wang et al., 2020; Wu et al., 2015), we next assessed microglia morphology. We observed no significant differences in healthy and malnourished C57BL/6 microglial cell volume, territory volume, or endpoints (Figure S8f), comparable with CX3CR1^+/EGFP^ microglial analyses (Figure 2c). As MAL‐BG microglia exhibit a phagocytic transcriptional profile and increased phagocytic features (Figure 3b–e), we also counted phagocytic cups within the PAO study. While MAL‐BG mice exhibited greater phagocytic cup features, these changes did not reach statistical significance. PAO intervention also failed to significantly alter presence of phagocytic features in healthy and malnourished mice (Figure 5d and Figure S8g). Whether comparable phagocytic features in PAO and non‐PAO models reflected a difference in mouse genotype and/or lack of robust intervention outcomes remains unclear. To investigate putative PAO‐dependent features, we profiled PUFA levels and oxidative markers.

PAO murine brains displayed comparable total PUFA levels with their dietary counterparts (Figure S8h). PAO intervention resulted in altered ω6/ω3 PUFA ratios, modestly reduced in the MBG‐PAO brain (Figure 5e left). As expected, PAO diets reduced LA (18:2 ω6), an essential PUFA of soybean‐based diets. In contrast, CON‐PAO and MBG‐PAO mice exhibited elevated eicosapentaenoic fatty acid (EPA, 20:5 ω3), an ω3 PUFA fish oil. To further corroborate PAO fortification, we quantified ω6/ω3 PUFA ratios within another fatty organ highly sensitive to dietary shifts—the liver (Bauer et al., 2020; Naudí et al., 2013). As expected. PAO‐fed mice displayed significant reduction in liver ω6/ω3 PUFA ratios compared to healthy and malnourished counterparts (Figure S8i). Moreover, brain ω3/liver ω3 ratios were significantly elevated in a step‐wise manner within MAL‐BG and MBG‐PAO mice suggesting systemic shunting of ω3 fatty acids in order to maintain appropriate ω3 PUFA content within the undernourished brain (see Figure 5e right). Despite altered PUFA profiles, CNS oxidative stress markers remained surprisingly consistent across CON, CON‐PAO, MAL‐BG, and MBG‐PAO mice (Figure S8j). These findings indicate that PAO fortification shapes systemic PUFA profiles, but remains insufficient to significantly reduce CNS lipoxidative stress markers.

In summary, PAO dietary intervention largely mitigated cognitive deficits in malnourished mice and aberrant CNS PUFA profiles. While cognitive outcomes occurred independently from significant shifts in microglial phagocytic features or decreased lipoxidative markers, PAO results do not exclude a putative role for oxidative‐dependent pathology. Neither do our collective findings preclude alternative mechanisms contributing to neurocognitive features within undernourished pediatric communities—including BBB disruption, neuroinflammation, and/or external stressors. Rather this work highlights gut‐glia interactions shaped by diet and commensal bacteria.

## 4 DISCUSSION

Despite intervention efforts, global malnutrition is expected to increase in response to interdependent disruptions from COVID‐19 and climate change (Littlejohn & Finlay, 2021; Osendarp et al., 2021; Phalkey et al., 2015). Many undernourished communities will experience lack of appropriate sanitation and chronic fecal‐oral contamination (Black et al., 2013; Humphrey, 2009). The pathways and pathologies informing malnourished gut‐brain interactions remain greatly unexplored. Here, we report a model of malnutrition that reflects prevalent dietary (i.e., fat/protein deficiency) and environmental (fecal‐oral contamination) conditions (Black et al., 2013; Guerrant et al., 2013; Littlejohn & Finlay, 2021). In addition to growth stunting and gut dysbiosis, MAL‐BG mice displayed cognitive deficits, notably impaired learning plasticity in the MWMT. These changes were accompanied by microglial and metabolomic shifts, distinct from both healthy (CON) and malnourished‐only (MAL) mice. Notably, the MAL‐BG microglial transcriptome contained increased expression of complement genes linked to phagocytic processes (e.g., C1qa) and hippocampal MAL‐BG microglia presented with increased phagocytic features.

These findings support a surge of ongoing research highlighting gut‐glia interactions.

Indeed, we specifically explored microglia due to (1) emerging work demonstrating the role of microglia on learning plasticity and (2) studies linking gut‐brain interactions with microglia function.

In our studies, MAL‐BG mice persistently honed to the prior MWM platform, displaying impaired memory extinction and poor learning plasticity (Figure 1d–f), accompanied by microglial alterations. Transcriptional profiling revealed increased complement expression and phagocytic transcriptional markers within MAL‐BG microglia (Figure 3b–d), supporting recent findings linking microglial phagocytic processes and brain plasticity. Wang et al. demonstrated that microglia‐dependent phagocytosis informs memory forgetting via synaptic pruning. Impairing microglial phagocytosis via inhibition of complement pathways reduced forgetting and memory extinction 35 days following a contextual fear conditioning test (Wang et al., 2020). Independent malnutrition models also linked poor spatial memory to aberrant synaptic pruning. Maternal ω3 PUFA deficiency increased complement‐dependent synaptic pruning within offspring. Inhibition of the hippocampal complement cascade via XVA‐143 (CR3 antagonist) mitigated poor memory responses in the Y‐maze task (Madore et al., 2020).

While we observed increased phagocytic cups on hippocampal MAL‐BG microglia, the precise role of MAL‐BG phagocytosis remains undetermined. Microglia also utilize phagocytic processes when responding to parenchymal insult (Wu et al., 2015). As MAL‐BG brains lacked significant BBB deficits or proinflammatory cytokines (TNF‐α, IL‐6), phagocytic features may reflect an intrinsic function (e.g., phagocytic synaptic pruning), rather than environmental response (e.g., phagocytosis of bacterial debris, systemic inflammation).

How does fecal‐oral contamination promote aberrant microglial features in the context of malnutrition? In 2015, Erny et al. first reported that commensal gut microbes influence microglia maturation and function utilizing germ‐free models. Germ‐free mice exhibited an immature microglial phenotype characterized by increased volume, process length, and process complexity (branching). Researchers identified bacterial‐derived short‐chain fatty acids (SCFAs) as a critical microbial regulator of microglial maturation and immune function (Erny et al., 2015). Diet‐induced neuroinflammation has also been linked to microglial modulation. Valdearcos et al. demonstrated that overnutrition triggers neuroinflammation promoting microglial activation. Mice fed a high‐fat diet displayed decreased microglial volume and gliosis (microglial proliferation) within the mediobasal hypothalamus, impairing systemic metabolic function (Valdearcos et al., 2017).

Like Erny et al., we report that specific shifts in gut microbiome composition impact microglia (Figures 3b–e and 4g). While GF mice lack SCFAs, we previously reported comparable SCFA levels within the gastrointestinal tract of our healthy and malnourished models (Brown et al., 2015). As diet‐dependent metabolic shifts also shape microglial function (Madore et al., 2020; Valdearcos et al., 2017), we profiled the hippocampal metabolome. Previous metabolomic profiling of the malnourished small intestine revealed marked alteration of amino acid and lipid metabolism (Brown et al., 2015), broadly matching reported shifts in the serum metabolome of children treated for malnutrition (Di Giovanni et al., 2016). Similar to the intestinal metabolomic profile (Brown et al., 2015), the MAL and MAL‐BG hippocampal metabolome exhibits perturbed lipid metabolism, particularly PUFA pathways.

As noted, PUFAs serve as essential phospholipid components, participating in lipid signaling, inflammatory regulation, neurodevelopment, and microglial‐dependent synaptic plasticity within the brain (Bazinet & Layé, 2014; Madore et al., 2020). While malnutrition shaped ω6 and ω3 PUFA metabolism, overall PUFA levels were comparable across CON, MAL, and MAL‐BG mice. These findings highlight persistent PUFA maintenance within the brain, a metabolic resilience not observed in the liver, which displayed consistent, dietary‐induced reduction of PUFA members (Bauer et al., 2020). Both MAL‐BG mice and MAL mice displayed similar PUFA profiles, suggesting that PUFA metabolism was largely driven by diet rather than microbial exposure. The MAL‐BG brain, however, exhibited significant elevation of oxidative stress markers, including MDAL (PUFA‐specific lipoxidation biomarker), highlighting a putative role for aberrant PUFA metabolism and lipoxidation in malnutrition neuropathology.

To assess reversibility of MAL‐BG features, we developed PAO (ω3‐PUFA + antioxidant vitamins) dietary intervention, see Supplemental File 1. In contrast to the ω6‐based standard and malnourished diets, CON‐PAO and MBG‐PAO intervention utilized ω3‐EPA as the primary PUFA source. ω3‐PUFAs are required for appropriate cognitive function via microglial phagocytic processes (Madore et al., 2020), while reduction of dietary ω6/ω3 intake has been linked to anti‐inflammatory/oxidative outcomes (Augusto et al., 2017; McNamara & Almeida, 2019; Tapiero et al., 2002), To further promote antioxidation, PAO diets were modestly fortified with antioxidant vitamin C/E.

PAO supplementation largely reversed MAL‐BG cognitive deficits and altered PUFA profiles. Microglial phagocytic features and oxidative stress markers, however, were not influenced by PAO fortification. Surprisingly, oxidative stress markers were frequently higher in healthy controls during the PAO study (Figure S8j) compared to earlier analyses (Figure 4e and Figure S6d), with CON/CON‐PAO oxidative levels resembling previously reported malnourished phenotypes. Unlike initial oxidative profiling, mice in the PAO trial underwent MWM testing. The MWMT is a multi‐day study involving repeated stress exposures (e.g., water avoidance, body temperature fluctuations). Behavioral test stressors have a profound impact on microglial morphology and activation (Hinwood et al., 2012; Walkera et al., 2013), as well as systemic oxidative responses (Seo et al., 2012). PAO microglial analyses were conducted on C57BL/6 mice, 4 days following MWMT. Whether MWMT‐induced stress influenced baseline controls remains unknown. Comparable oxidative profiling may also reflect modest PAO antioxidant capacity. Importantly, the PAO diets replaced ω6‐rich oils, but were not enriched with ω3 PUFAs, in order to maintain caloric equivalence across experimental diets. Further ω3 PUFAs‐enrichment and/or increasing antioxidant content and/or chemically blocking lipoxidative pathways (e.g., ω6 oxidative blockade with non‐steroidal anti‐inflammatory drugs) may reveal altered oxidative patterns and/or microglial phagocytic features not present with PAO fortification (Tapiero et al., 2002). Finally, mice fed PAO diets generally ate less and grew smaller than respective dietary counterparts (Figure S8a–c). While PAO diets were not designed to target growth deficits, reduced dietary intake and subsequent anthropometric shortcomings likely contributed to modest intervention outcomes.

Malnutrition and fecal‐oral contamination frequently coexist (Black et al., 2013; Guerrant et al., 2013), and research assessing gut‐brain interactions within this framework are critical to improving understanding of cognitive consequences of early‐life malnutrition. This work supports research linking enteropathogenic burden and microbial dysbiosis with impaired cognitive development (Black et al., 2013; Investigators, 2018). While neurocognitive consequences of childhood malnutrition are unquestionably shaped by societal, economical, and political factors (Smith & Haddad, 2015; Webb et al., 2018), our findings demonstrate that poor diet and specific gut microbes may trigger neuropathologies independent of these “external” influences.

The altered gut‐brain axis has emerged as a critical regulator of CNS function and, by extension, a potent therapeutic target (Bauer et al., 2019). In our malnourished model, dietary PAO intervention was sufficient to reverse impaired learning plasticity in malnourished mice exposed to repeated fecal‐oral contamination. These findings may support recent efforts to enrich ω6‐based therapeutic foods with ω3 PUFAs in the context of severe acute malnutrition (Jones et al., 2015). Largescale WASH (water, sanitation, and hygiene) and SHINE (Sanitation, Hygiene, Infant Nutrition Efficacy) interventions have yielded modest reductions of fecal‐oral contaminants in malnourished communities without linear growth (stunting) benefits (Pickering et al., 2019). Combining diet‐ and microbial‐targeted interventions, however, modestly improved early cognitive measures in a Bangladeshi WASH trial (Tofail et al., 2018), while diets designed to benefit microbiome development increased plasma biomarkers of neurodevelopment in children with persistent moderate acute malnutrition (Gehrig et al., 2019). Whether interventions targeting fecal‐oral microbial exposures will robustly improve learning deficits associated with childhood malnutrition remains to be determined (Aboud & Yousafzai, 2018).

Despite concerted intervention efforts, global malnutrition persists and remains a silent specter during these unprecedented times (Osendarp et al., 2021). The MAL‐BG model reveals that specific gut bacteria and malnutrition contribute to cognitive deficits, likely involving microglial and PUFA metabolic shifts. We anticipate that these findings will provide valued insight into dynamic gut microbiota‐brain interactions and inform intervention strategies to mitigate lasting consequences of childhood malnutrition.

## CONFLICT OF INTEREST

The authors declare no competing financial interests.

## AUTHOR CONTRIBUTIONS

Kylynda C. Bauer wrote the manuscript and planned, performed, or analyzed experiments. Elisa M. York developed the project and manuscript, conducting microglia imaging and staining. Louis‐Philippe Bernier conducted microglial analyses for PAO study. Eric M. Brown developed the MAL‐BG model and along with Kelsey E. Huus, Mihai S. Cirstea, Nina Radisavljevic, Sarah Woodward, Tahereh Bozorgmehr, and Zakhar Krekhno conducted and analyzed MAL‐BG experiments. Charisse N. Petersen conducted flow cytometry experiments. Amy H. Y. Lee supported RNA‐Seq analyses and Jun Han performed metabolomics. Victoria Ayala and Rebeca Berdún developed and analyzed fatty acid profiles and oxidative stress markers. Robert E. Hancock, Brian A. MacVicar, and Barton Brett Finlay supervised UBC trainees, project, and manuscript development.

## Supporting information

**Appendix** S1: Supplementary Information. Click here for additional data file.

**Supplemental File 1** Dietary breakdown for CON, MAL, CON‐PAO, and MAL‐PAO diets, developed and prepared by Research Diets, Inc. Click here for additional data file.

**Supplemental File 2** Lesion videos of CON, MAL, and MAL‐BG microglia, see also Figure S3c,d. Click here for additional data file.

**Supplemental File 3** PICRUSt output from MAL and MAL‐BG fecal microbiota, see also Figure S7c
Click here for additional data file.

**Figure S1** Fecal‐oral contamination impacts growth during malnutrition (a) Microbial exposure promoted weight faltering in malnourished mice (*n* = 19). Tail length, a proxy for stunting, is reduced in malnourished mice. Panels from same experiment. (b) Microbial *E. coli*/bacteroidales exposures failed to trigger weight and stunting features in healthy mice (*n* = 9 CON, 5 CON‐BG, 9 MAL‐BG). Panels from same experiment. (c) The relative abundance of Enterobacteriaceae from fecal samples measured by qPCR, similar findings reported in (Brown et al., 2015). Bar graphs indicate mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Dunnett's test Click here for additional data file.

**Figure S2** Malnutrition and microbes influence behavior and cognition in MAL‐BG model (a) Total immobility “resting” (left) and OFZ immobility (right) during the OFT, *n* = 21 CON, 22 MAL, 17 MAL‐BG. (b) Total distance traveled, representative OFT experiment. (c) Set‐up (left) and results (right) from the light–dark test. A measure of anxiety‐like behavior, the light–dark box is comprised of an open light region and enclosed dark region. CON, MAL, and MAL‐BG exhibit comparable behavior within the light–dark box. (d) NORT schematic showing the familiarization and recall set‐up. During familiarization, mice exhibit impartial object exploration (interaction ratio ~ 1). All groups distinguished the novel object during recall (novel: old interaction ratio > 1). NORT interactions were scored by a blinded observer. (e) Total mouse‐object interaction time (novel and old object interaction) for the NORT as recorded by a blinded observer. (f) MWMT set‐up: during habituation, mice were released from the same position and learned to locate a visible platform, platform location moved after each trial. During learning phases (acquisition, reversal) individual mice attempted to locate a hidden platform based on spatial memory and external cues. Mice entered the pool at variable locations (north, south, east, and west quadrants); trial order and location entries were randomized prior to testing. Habituation and learning trials lasted 60 s each with a rest period. Individual mice were placed in an empty MWM (30 s swim) 24 h following the final acquisition and reversal trial. (g) Average swim speed for the initial (top) and final (bottom) free swims. (h) The escape latency for the initial reversal learning trial. Mice that failed to locate the new platform location within 60 s were gently guided to the platform, following trial (failed trials represented at the dotted line). (i) Total entries to the prior platform location of each mouse across four trials, for the 1st (top) and 2nd (bottom) day of reversal learning. Data from (c–i) are subsets of mice from two independent mouse experiments, *n* = 13–16/group. Graphs indicate mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test (OFT) or post hoc Dunnett's test (NORT, MWMT); MWM/T, Morris water maze/test; NORT, novel object recognition test, n.s., non‐significant; OFT, open field test; OFZ, open field zone Click here for additional data file.

**Figure S3** Microglial morphology and motility characterization (a) MAL and MAL‐BG hippocampal microglial volume alterations were independent of process branching. 3DMorph analyses with data normalized to the controls from four independent experiments, *n* = 13 CON, 13 MAL, and 12 MAL‐BG. (b) Averaged microglial process additions and retractions across 10 min in ex vivo CX3CR1^+/EGFP^ CON, MAL, and MAL‐BG hippocampal tissues, *n* = 9/group. Motility indices determined by a custom MATLAB program that identified pixel additions/removal in eGFP+ cells. (c) Representative images from two‐photon microscopy of the hippocampal CA1 region prior, at, and following lesion induction via intensive two‐photon laser scanning, *n* = 6 CON, 8 MAL, and 8 MAL‐BG. Videos in Supplemental File 2 (CON image from same animal in video file). (d) Microglial process response to lesion region: mean fluorescent intensity/microscopy frames (left) and % microglial processes entering lesion region at experimental endpoint (right). Lesion experiments conducted on a subset of mice utilized for microglial morphology analyses. Mice in (b–d) a subset from experiments presented in a. Graphs indicate mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test; n.s., non‐significant Click here for additional data file.

**Figure S4** Altered functional profile in MAL‐BG microglia (a) RNA‐Seq was conducted on CD11b+ population from whole brain tissue, *n* = 4 CON, 5 MAL, and 7 MAL‐BG. Representative flow cytometry gating verifying microglial enrichment (CD11b^high^/CD45^low^ population) following Miltenyi Biotec Adult Brain Dissociation kit and CD11b separation. (b) Representative flow cytometry gating (left) of CX3CR1 gMFI and frequency (% microglia) from an independent cohort (right), supporting RNA‐Seq findings, *n* = 5 CON, 6 MAL, 12 MAL‐BG. (c) Whole brain qPCR results from an independent mouse cohort: while assessed DEGs did not reach statistical significance by RT‐qPCR, overall patterns support microglial *Sirpa* (phagocytic marker) and *Ctsd* (lysosomal marker) RNA‐Seq results. Fold change and ddct values plotted, *Hprt* provided the endogenous control. (d) ReactomePA network enrichment visualizations for MAL‐BG versus CON (*left*) and CON versus MAL‐BG (*right*): *Padj* < 0.05, FC >1.5, data from RNA‐Seq experiment in a. Bar graphs indicate mean and SEM with statistical significance determined by Kruskal‐Wallis with post hoc Dunn's test Click here for additional data file.

**Figure S5** The MAL‐BG brain lacks significant neuroinflammation and BBB disruption (a) Proinflammatory cytokines (TNF‐α, IL‐6) from cortical brain tissues, cytokine levels normalized to tissue weight (*n* = 19 CON, 21 MAL, 16–17 MAL‐BG), data from three independent experiments. (b) TNF‐α and IL‐6 levels in CON, MAL, and MAL‐BG sera, data from two independent experiments, *n* = 17 CON, 18 MAL, 14 MAL‐BG. (c) Representative flow cytometry gating for inflammatory microglia panel. Microglia reported as CD11b^high^/F480^high^ within a CD45^low^ cell population. (d) Percent microglia of CON, MAL, and MAL‐BG cells following microglia isolation. Microglia identified as CD11b^high^/F480^high^ within a CD45^low^ cell population. TLR4, CD86, and MHC Class II gMFI and frequency (% microglia) presented. (e) MAL‐BG mice exhibit a decrease in Tjp1 (tight junction protein 1, zonula occludens 1) expression; qPCR from murine small intestine (ileal tissue), *n* = 10. Detailed GI permeability measures presented in Brown et al., 2015. (f) Quantification of IgG immunostaining revealed low levels of IgG antibodies within the brain parenchyma, *n* = 4/experimental group. High‐IgG presence in control photothrombotic brain tissue (ischemic stroke model), data not reported. (g) Averaged biocytin fluorescent intensity following biocytin‐TMR tail‐vein injection. (h) Biocytin‐TMR intensity across murine CNS slices, each line represents a mouse, symbols denote slice, *n* = 4/group. (i) Representative CON, MAL, and MAL‐BG cortical slices (bottom) with matched rostral ➔ caudal CNS images, biocytin‐TMR appears white. IgG and biocytin data from the same experimental dataset. Bar graphs indicate mean and SEM with statistical significance determined by Mann–Whitney two‐tailed test (qPCR), Kruskal‐Wallis with post hoc Dunn's test (flow cytometry), or one‐way ANOVA with post hoc Dunnett's test (cytokines, IgG, biocytin); CBLM, cerebellum; gMFI, geometric mean fluorescence intensity; n.s., not significant; PFC, prefrontal cortex; SSC, side scatter Click here for additional data file.

**Figure S6** Altered hippocampal metabolomics and PUFA metabolism in malnourished mice (a) PCA (+/− ion channels) and PLSDA (+ ion channel) of untargeted metabolomics from murine hippocampi, *n* = 5/group. (b) Putative *m/z* identification for differentially abundant metabolites determined by Metaboanalyst v. 3.0/4.0 (one‐way ANOVA, *Padj* < 0.05, post‐hoc Fischer's LSD), features annotated against KEGG and METLIN databases. (c) Chow weights/day normalized to number of mice per cage. Chow consumption data from three cages (*n* = 9/group), averaged across three 24 h timepoints, each symbol represents a cage. (d) HAVA and CEL levels from murine cortical tissue. Data normalized to tissue mol lysine. (*n* = 7–10/group). Bar graphs indicate mean and SEM with statistical significance determined by Kruskal‐Wallis post hoc Dunn's test (chow consumption) or one‐way ANOVA with post hoc Tukey's test (oxidative stress) Click here for additional data file.

**Figure S7** Diet and fecal‐oral contamination alter gut microbiota and promote systemic oxidative stress (a) β (Unweighted UniFrac) and α (Shannon) diversity analyses from 16S rRNA fecal microbiota data, microbiome analyses conducted using QIIME2 (v. 2018.2), *n* = 4/group. (b) Relative abundance of MAL‐BG gavage components, including *Parabacteroides distasonis* and *Bacteroides ovatus*, as well as the Bacteroides genus and Enterobacteriaceae family (*E. coli* family). (c) PICRUSt analyses to explore functionality shifts between MAL and MAL‐BG fecal microbiome, pathways annotated with MetaCyc (lower left table), only *Padj* < 0.01 presented, full PICRUSt output in Supplemental File 3b. Microbiome analyses from the same experiment. Graphs presented in b indicate mean and SEM with statistical significance determined by Kruskal‐Wallis with post hoc Dunn's test; CI, confidence intervals; n.s., not significant Click here for additional data file.

**Figure S8** PAO diet shapes cognition and systemic PUFA profiling (a) Model of dietary PAO (ω3 PUFA/antioxidant‐associated supplement) intervention. A subset of the CON and MAL‐BG models (MBG) were placed on isocaloric CON‐PAO and MBG‐PAO diets. The PAO diet; however, contained an ω3 PUFA fat source and was enriched with elevated antioxidant‐associated vitamins, see Supplemental File 1 for full dietary breakdown. Data was assessed 54 days following start of the diet. (b) PAO mice displayed increased weight faltering (left) and stunting (tail length: right), compared to respective controls. (c) Chow consumption data from two cages (*n* = 8/group) across a 24 h timepoint approximately halfway through study. (d) Swim speed averaged across four trials from Day 1_A_ (initial acquisition learning: left) and final experimental day (Day 2_R_: right). (e) Total entries within the prior platform area for each mouse/day of reversal learning (left = Day 1_R_ left, right = Day 2_R_). (f) Microglial morphology (cell volume, territory volume, and endpoints) quantified with 3DMorph software and normalized to the CON group. (g) Percent of mice that exhibited microglial phagocytic feature/s within hippocampal regions (h) Relative PUFA abundance from cortical tissue normalized to CON mice. (i) Ratio of mol% ω3/ω6 PUFA levels from liver tissue. (j) Oxidative profiling from cortical tissue: HAVA (protein oxidation), CEL (glycoxidation), CML (glycoxidation/lipoxidation), and MDAL (PUFA lipoxidation). Data normalized to mol lysine. Panels from same experimental round (*n* = 5–8/group). Bar graphs present mean and SEM with statistical significance determined by one‐way ANOVA with post hoc Tukey's test (MWMT, microglia, fatty acid analyses) or Kruskal‐Wallis post hoc Dunn's test (chow consumption): MWMT, Morris water maze test; n.s., not significant Click here for additional data file.

## Data Availability

The data sets generated during and/or analysed during the current study are available from the corresponding author on reasonable request. Hippocampal metabolomic dataset presented in Supplemental File 3, raw data stored at metabolomicsworkbench.org: ST001366. Raw 16S and RNA‐Seq data accessed at the following links. Raw 16S Data: (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA574479) Raw Fastq RNA‐Seq Data: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138182) R code for DESeq2/ReactomePA and Microbiome analyses: Glia_RMarkdown

# Supplementary material for: Gut microbes shape microglia and cognitive function during malnutrition
**Source:** Glia. 2022 Jan 12;70(5):820–41. doi: 10.1002/glia.24139
**Supplement:** Supplementary file 1 — Appendix S1: Supplementary Information.

RNA-Seq and Microbiome Analyses

## Kylynda C. Bauer 2020-04-16

**Contents**

[Load library packages and set working directory](#_bookmark0) 1

[DESeq2 Pipeline](#_bookmark1) 2

[Visualize DESeq2](#_bookmark2) 3

[ReactomePA Pipeline](#_bookmark3) 7

[Visualize ReactomePA](#_bookmark4) 7

[Microbiome Analyses](#_bookmark5) 13

[Microbiome Visualization](#_bookmark6) 13

[Pipelines and helpful URLs visited during analyses](#_bookmark7) 15

# Load library packages and set working directory

*# RNA-Seq_DESeqAnalyses* **library**(DESeq2) **library**(ggplot2) **library**(pheatmap) **library**(RColorBrewer)

*# + RNA-Seq_ReactomePAAnalyses* **library**(clusterProfiler) **library**(dplyr) **library**(org.Mm.eg.db) **library**(ReactomePA) **library**(readr) **library**(remotes) **library**(tidyr) **library**(tidyverse)

*# + Microbiome_Analyses* **library**(phyloseq) **library**(psych) **library**(qiime2R) **library**(tibble)

# DESeq2 Pipeline

**setwd**("~/Desktop/RNASEQ_Plots/forRMarkdown_14")

*#Read qualitative and quantitative txt files into R_follow DESeq format*

coldataf <- **read.delim**("coldataf.txt") countdataf <- **read.delim**("countdataf.txt")

*#Note: Gene IDs may be changed to dates or misformatted #if opened in Excel/non-text file applications*

*#I've changed the row names to match my counts.genes files*

*#Names should be identical and in the identical order as countdataf/coldataf*

countdR <-**read.delim**("CON_A3.counts.genes", header=FALSE)

**names**(countdR) **rownames**(countdataf) <- countdR**$**V1 countdataf**$**X <- NULL **head**(countdataf)

**head**(coldataf)

*#Run Deseq2*

dds <- **DESeqDataSetFromMatrix**(countData = countdataf,

colData = coldataf,

design = **~** batch **+** condition)

dds

*#Note: Re-level data based on control group, if needed, sample code below#*

dds**$**condition <- **relevel**( dds**$**condition, "CON" )

*#Prefilter remove low counts (sum less than 10 in samples in the smallest group, CON n=4)*

keep <- **rowSums**(**counts**(dds) **>** 10) **>=** 4 dds <- dds[keep,]

**summary**(dds)

*#Get Differentially Expressed Genes List*

dds <- **DESeq**(dds)

res1f <- **results**(dds, contrast=**c**("condition","MAL","CON")) res2f <- **results**(dds, contrast=**c**("condition","MAL_BG","CON")) res3f <- **results**(dds, contrast=**c**("condition","MAL_BG","MAL"))

*#Reorder results based on the padj value* resOrdered1 <- res1f[**order**(res1f**$**pvalue),] resOrdered2 <- res2f[**order**(res2f**$**pvalue),] resOrdered3 <- res3f[**order**(res3f**$**pvalue),]

*#Check how many genes pass a padj value of 0.05*

**sum**(res1f**$**padj **<** 0.05 **&** res1f**$**log2FoldChange **>** 0.58, na.rm=TRUE)

## [1] 0

**sum**(res1f**$**padj **<** 0.05 **&** res1f**$**log2FoldChange **< -**0.58, na.rm=TRUE)

## [1] 0

**sum**(res2f**$**padj **<** 0.05 **&** res2f**$**log2FoldChange **>** 0.58, na.rm=TRUE)

## [1] 1854

**sum**(res2f**$**padj **<** 0.05 **&** res2f**$**log2FoldChange **< -**0.58, na.rm=TRUE)

## [1] 2831

**sum**(res3f**$**padj **<** 0.05 **&** res3f**$**log2FoldChange **>** 0.58, na.rm=TRUE)

## [1] 1871

**sum**(res3f**$**padj **<** 0.05 **&** res3f**$**log2FoldChange **< -**0.58, na.rm=TRUE)

## [1] 2583

*#Export the results files for use*

**write.csv**(**as.data.frame**(resOrdered1), file="condition_MAL_v_CON_results.csv")

**write.csv**(**as.data.frame**(resOrdered2), file="condition_MALBG_v_CON_results.csv")

**write.csv**(**as.data.frame**(resOrdered3), file="condition_MALBG_v_MAL_results.csv")

# Visualize DESeq2

*#PCA with ggplot*

*#Transform raw counts data_log2 scale / ntdf = log2(n+1)*

vsdf <- **vst**(dds, blind=FALSE) ntdf <- **normTransform**(dds)

*#Making a PCA plot*

**plotPCA**(vsdf, intgroup=**c**("condition", "batch"))

**plotPCA**(vsdf, intgroup=**c**("condition"))

*#PCA aesthetics1*

pcaDataf <- **plotPCA**(vsdf, intgroup=**c**("condition"), returnData=TRUE) percentVar <- **round**(100 *** attr**(pcaDataf, "percentVar")) **ggplot**(pcaDataf, **aes**(PC1, PC2, color=condition)) **+**

**geom_point**(size=4) **+**

**scale_color_manual**(values = **c**("black","blue3","deeppink3")) **+ xlab**(**paste0**("PC1: ",percentVar[1],"% variance")) **+ ylab**(**paste0**("PC2: ",percentVar[2],"% variance")) **+ coord_fixed**() **+**

**stat_ellipse**(linetype = 1)

*#PCA aesthetics2*

pcaplayf <- **ggplot**(pcaDataf, **aes**(PC1, PC2, color=condition)) **+ geom_point**(size=4) **+**

**scale_color_manual**(values = **c**("black","blue3","deeppink3")) **+ xlab**(**paste0**("PC1: ",percentVar[1],"% variance")) **+ ylab**(**paste0**("PC2: ",percentVar[2],"% variance")) **+ coord_fixed**() **+**

**stat_ellipse**(linetype = 1)

*#Finalized PCA version*

pcaplayf **+ theme_bw**() **+ theme**(legend.title = **element_blank**()) **+ theme**(legend.position = **c**(0.90, 0.09)) **+**

**theme**(legend.text = **element_text**(size=10))

20

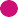

CON MAL

MAL_BG

10

0

PC2: 8% variance

−10

−20

−50 −25 0 25

PC1: 75% variance

*#Heatmap with DESeq and pheatmap #Heatmap_aesthetics1*

*#Top 50 genes selected*

select <- **order**(**rowMeans**(**counts**(dds,normalized=TRUE)), decreasing=TRUE)[1**:**50]

df <- **as.data.frame**(**colData**(dds)[,**c**("condition")], row.names = **colnames**(dds)) **colnames**(df) <- "Group"

ann_colors = **list**(Group = **c**(CON = "black", MAL = "blue3", MAL_BG = "deeppink2"), DEG = **c**(t = "navy", t_in_CON = "royalblue4",

t_in_MAL = "royalblue1", f= "yellow"))

**head**(df)

*#Heatmap_aesthetics2*

**pheatmap**(**assay**(ntdf)[select,], annotation_legend = TRUE,

color = **colorRampPalette**(**rev**(**brewer.pal**(n=10, name = "RdGy")))(10), cluster_rows=FALSE, show_rownames=TRUE,

cluster_cols=TRUE, annotation_col=df, annotation_colors=ann_colors)

*#Heatmap_row_annotations*

*#Function annotations determined by GeneCards and NIH #Created a txt file to add DEG and functional data* annorow1b <-**read.delim**("top50useuse.txt")

annorow1b <-**as.data.frame**(annorow1b, header = TRUE, row.names = **rownames**((ntdf)[select,])) annorow1b**$**Gene = NULL

**head**(annorow1b)

select <- **order**(**rowMeans**(**counts**(dds,normalized=TRUE)), decreasing=TRUE)[1**:**50]

df <- **as.data.frame**(**colData**(dds)[,**c**("condition")], row.names = **colnames**(dds)) **colnames**(df) <- "Group"

**head**(df)

ann_colors = **list**(Group = **c**(CON = "black", MAL = "blue3", MAL_BG = "deeppink2"),

DEG = **c**(t = "slateblue4", t_in_CON = "slateblue", t_in_MAL = "slateblue1", f = "yellow"), Function = **c**(Immune = "peru", Lipid_Processing= "magenta", Lysosome = "darkmagenta",

Phagocytosis_SynapticPruning = "blueviolet", Other = "wheat"))

**pheatmap**(**assay**(ntdf)[select,], annotation_legend = TRUE,

color = **colorRampPalette**(**rev**(**brewer.pal**(n=10, name = "RdGy")))(10), cluster_rows=FALSE, show_rownames=TRUE,

cluster_cols=TRUE, annotation_col=df, annotation_row = annorow1b, annotation_colors=ann_colors)

**Group** Cst3 Ttr

Hexb

Ctsd

**Group**

18 CON MAL

17 MAL_BG

Actb Malat1 Csf1r Cx3cr1 Psap Ctss C1qa Jun Zfp36 Enpp2 Tmsb4x Lgmn Rhob Junb Sparc Laptm5 Serinc3 C1qc Jund C1qb Apoe Fos Sirpa Eef1a1 Itm2b Kctd12 Egr1 Btg2 Ctsb

4632428N05Rik

Glul Selplg Sepp1 Fcrls P2ry12 Grn Tmem119 Marcks Mpeg1 Unc93b1 Txnip Itgb5 Ivns1abp H3f3b Fth1

Atf3

MALBG_7 MALBG_4 MALBG_1 MALBG_6 MALBG_5 MALBG_2 MALBG_3 MAL_4 CON_1 MAL_1 CON_4 CON_2 MAL_5 CON_3 MAL_3 MAL_2

**DEG**

**Function**

16 **Function**

15 Immune Lipid_Processing

|  |
| --- |
|  |
|  |
|  |
|  |

14 Lysosome

13 Phagocytosis_SynapticPruning Other

**DEG**

|  |
| --- |
|  |
|  |
|  |

t t_in_CON t_in_MAL f

# ReactomePA Pipeline

*#Create a .csv file containing DEGs*

*#(Fold Change > 1.5 and padj <0.05_format for ReactomePA) #Change gene symbols to the entrezID and run ReactomePA pipeline #CON file = CONvMALBG*

IDs1 <- **read_csv**("FC15padj05_MALBGvCON.csv")

ENTREZ1 <- **bitr**(geneID = IDs1**$**Gene, fromType = "SYMBOL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")

**write.csv**(ENTREZ1, file = "ENTREZ1.csv")

Pathway1 <- **enrichPathway**(gene = ENTREZ1**$**ENTREZID, pvalueCutoff = 0.05, readable = T, organism = "mouse")

IDs2 <- **read_csv**("FC15padj05_MALBGvMAL.csv")

ENTREZ2 <- **bitr**(geneID = IDs2**$**Gene, fromType = "SYMBOL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")

**write.csv**(ENTREZ2, file = "ENTREZ2.csv")

Pathway2 <- **enrichPathway**(gene = ENTREZ2**$**ENTREZID, pvalueCutoff = 0.05, readable = T, organism = "mouse")

IDs3 <- **read_csv**("FC15padj05_CON.csv")

ENTREZ3 <- **bitr**(geneID = IDs3**$**Gene, fromType = "SYMBOL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")

**write.csv**(ENTREZ3, file = "ENTREZ3.csv")

Pathway3 <- **enrichPathway**(gene = ENTREZ3**$**ENTREZID, pvalueCutoff = 0.05, readable = T, organism = "mouse")

# Visualize ReactomePA

*#Dotplot*

**dotplot**(Pathway1, showCategory=20)

**dotplot**(Pathway2, showCategory=8)

**dotplot**(Pathway3, showCategory=30)

*#Dotplot_aesthetics1 (combine MAL and MALBG)* MALBGvCON <-**as.data.frame**(Pathway1, header = TRUE) MALBGvMAL <- **as.data.frame**(Pathway2, header = TRUE) MALBGvMAL <- **as.data.frame**(Pathway2, header = TRUE)

MALBGvCON**$**Dataset <- "MALBGvCON" MALBGvMAL**$**Dataset <- "MALBGvMAL"

D <- **merge**(MALBGvCON, MALBGvMAL, all=TRUE)

**head**(D)

p <- **ggplot**(D, **aes**(x = GeneRatio, y = **fct_reorder**(Description, Count))) **+ geom_point**(**aes**(size = Count, color = p.adjust)) **+**

**theme_bw**(base_size = 14) **+ scale_colour_gradient**(low="blue", high = "red") **+ ylab**(NULL)

p **+ facet_grid**(.**~**Dataset)

*#Dotplot_aesthetics2_now we need to make the gene ratios from ratios into integers #I did this manually in the .csv file*

**write.csv**(MALBGvCON, file = "MALBGvCON.csv")

**write.csv**(MALBGvMAL, file = "MALBGvMAL.csv")

*#read back in the file with integers / integer files = MALBGvCONi and MALBGvMALi*

*#Finalized Images*

a <- **read.csv**("MALBGvCONi.csv", header = TRUE) b <- **read.csv**("MALBGvMALi.csv", header = TRUE) E <- **merge**(a,b, all=TRUE)

p1 <- **ggplot**(E, **aes**(x = GeneRatio, y = **fct_reorder**(Description, Count))) **+ geom_point**(**aes**(color = p.adjust, size = Count)) **+**

**theme_bw**(base_size = 14) **+ scale_colour_gradient**(low="blue", high = "red") **+ ylab**(NULL)

p1 **+ facet_grid**(.**~**Dataset)

Metabolism of RNA

MALBGvCON

MALBGvMAL

Class I MHC mediated antigen processing & presentation

Asparagine N−linked glycosylation

Antigen processing: Ubiquitination & Proteasome degradation

Metabolism of carbohydrates

Processing of Capped Intron−Containing Pre−mRNA

Neddylation

mRNA Splicing mRNA Splicing − Major Pathway Glycosaminoglycan metabolism

Cell surface interactions at the vascular wall

p.adjust

0.04

0.03

0.02

0.01

TNFR2 non−canonical NF−kB pathway Antigen processing−Cross presentation

Biosynthesis of the N−glycan precursor (dolichol lipid−linked oligosaccharide, LLO) and transfer to a nascent protein

Count

20

40

60

Sphingolipid metabolism

Synthesis of substrates in N−glycan biosythesis

SCF−beta−TrCP mediated degradation of Emi1

Keratan sulfate/keratin metabolism

N−glycan trimming in the ER and Calnexin/Calreticulin cycle

Glycosphingolipid metabolism

Basigin interactions

Calnexin/calreticulin cycle

0.025 0.050 0.075 0.025 0.050 0.075

GeneRatio

**dotplot**(Pathway3, showCategory=30)

Neuronal System Developmental Biology

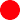

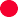

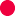

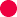

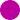

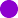

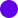

Axon guidance Transmission across Chemical Synapses Organelle biogenesis and maintenance

Cilium Assembly MAPK family signaling cascades

Neurotransmitter receptors and postsynaptic signal transmission

Cardiac conduction Rho GTPase cycle

Death Receptor Signalling Potassium Channels

Protein−protein interactions at synapses p75 NTR receptor−mediated signalling G alpha (12/13) signalling events

Intraflagellar transport Cell death signalling via NRAGE, NRIF and NADE

GABA receptor activation L1CAM interactions

NRAGE signals death through JNK

Kinesins Neurotransmitter release cycle Phase 0 − rapid depolarisation Neurexins and neuroligins

Carboxyterminal post−translational modifications of tubulin

Phase 2 − plateau phase Serotonin Neurotransmitter Release Cycle

LGI−ADAM interactions GABA A receptor activation

Presynaptic depolarization and calcium channel opening

0.02

0.04

GeneRatio

0.06

0.08

p.adjust

0.005

0.010

0.015

0.020

Count

25

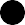

50

75

*#EnrichmentMAP #MALBGvCON = Pathway1 #CONvMALBG = Pathway3* **emapplot**(Pathway1)

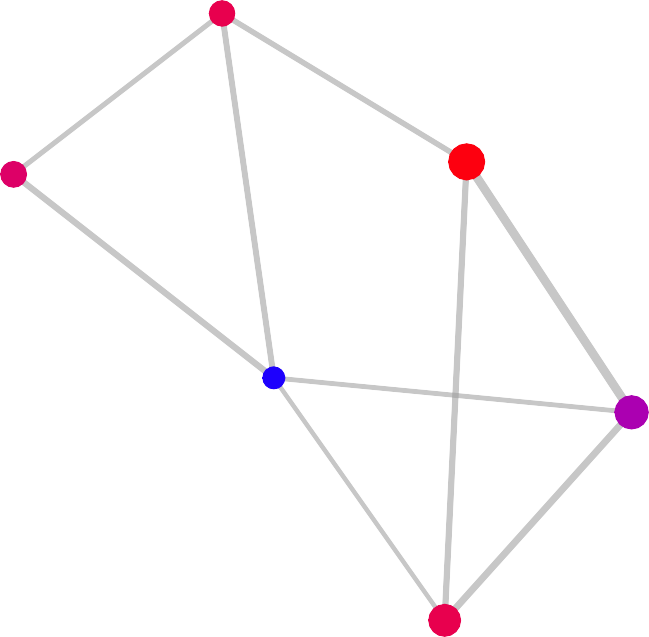
Antigen processing−Cross presentation

Class I MHC mediated antigen processing & presentation TNFR2 non−canonical NF−kB pathway

Metabolism of carbohydrates

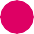

SCF−beta−TrCP mediated degradation of Emi1

Antigen processing: Ubiquitination & Proteasome degradation

Keratan sulfate/keratin metabolism Glycosaminoglycan metabolism

Neddylation

size

20

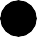

40

60

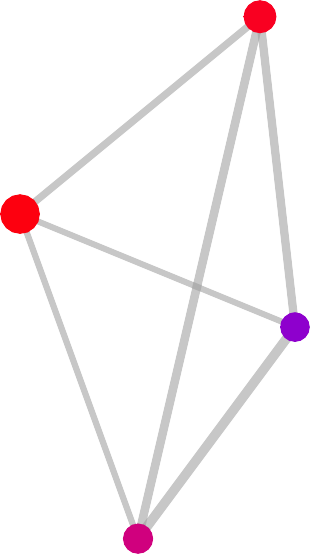
Processing of Capped Intron−Containing Pre−mRNA

p.adjust

Sphingolipid metabolism

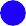

Metabolism of RNA

0.01

0.02

0.03

0.04

Synthesis of substrates in N−glycan biosythesis

mRNA Splicing − Major Pathway

Glycosphingolipid metabolism

Asparagine N−linked glycosylation

mRNA Splicing

hesis of the N−glycan precursor (dolichol lipid−linked oligosaccharide, LLO) and transfer to a nascent protein

N−glycan trimming in the ER and Calnexin/Calreticulin cycle

Calnexin/calreticulin cycle

**emapplot**(Pathway3)

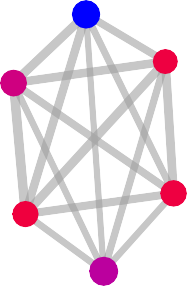
Death Receptor Signalling

NRAGE signals death through JNK

p75 NTR receptor−mediated signalling

G alpha (12/13) signalling events

Cell death signalling via NRAGE, NRIF and NADE

Rho GTPase cycle

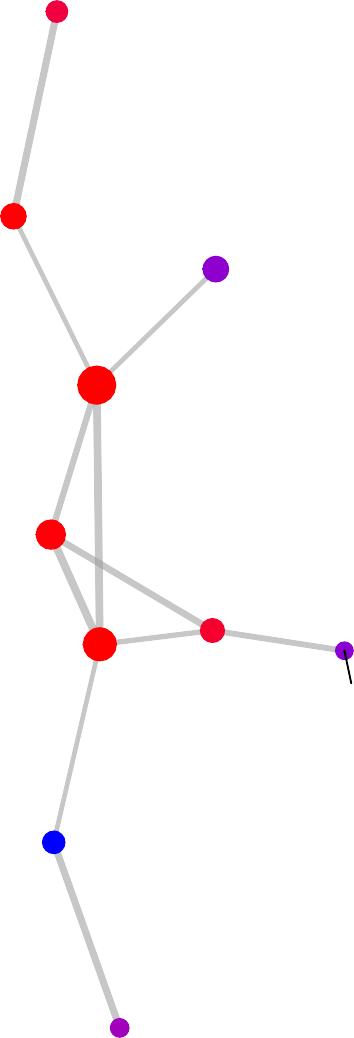
Neurexins and neuroligins

Cardiac conduction

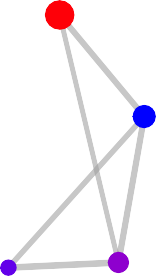
Phase 0 − rapid depolarisation

Protein−protein interactions at synapses

Phase 2 − plateau phase

Presynaptic depolarization and calcium channel opening

Potassium Channels

Neuronal System

size

25

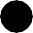

50

75

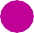
MAPK family signaling cascades

p.adjust

Neurotransmitter receptors and postsynaptic signal transmission

GABA receptor activation Transmission across Chemical Synapses

GABA A receptor activation

LGI−ADAM interactions

0.005

0.010

0.015

0.020

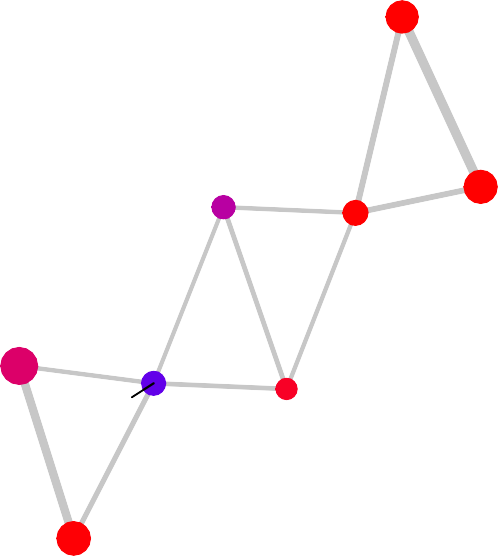
Cilium Assembly

Neurotransmitter release cycle

Kinesins

Organelle biogenesis and maintenance

Serotonin Neurotransmitter Release Cycle

Intraflagellar transport

Developmental Biology

L1CAM interactions

Carboxyterminal post−translational modifications of tubulin

Axon guidance

# Microbiome Analyses

*#Bring in Metadata*

metadata<-**read_tsv**("Mapqiime_Kcbauer_14.tsv") metadata

*#Bring in table data*

SVs<-**read_qza**("FilteredTable14.qza")

*#Bring in taxonomy*

*#convert the table into a tabular split version* taxonomy<-**read_qza**("97-taxonomy.qza") taxonomy**$**uuid

taxtable<-taxonomy**$**data **%>% as.tibble**() **%>% separate**(Taxon, sep="; ",

**c**("Kingdom","Phylum","Class","Order","Family","Genus","Species")) **head**(taxtable)

*#note: when a family or order went missing for samples it was filled with an "NA"*

*#Form a rooted tree*

tree<-**read_qza**("rooted-tree.qza") tree**$**uuid

tree**$**data

*#Alpha Diversity (additional analyses are possible e.g. Shannon)*

faithpd <-**read_qza**("faith_pd_vector.qza") faithpd**$**uuid

*#Beta Diversity (additional analyses are possible e.g. Weighted UniFrac) #determine proportion explained*

pco1<-**read_qza**("unweighted_unifrac_pcoa_results.qza") pco1**$**uuid

**head**(pco1**$**data**$**ProportionExplained) pco1**$**data**$**Vectors[1**:**5, 1**:**3]

# Microbiome Visualization

*#Make a Graph*

pco1**$**data**$**Vectors **%>%**

**rename**("#SampleID"=SampleID) **%>%** *#rename to match the metadata table*

**left_join**(metadata) **%>%**

**left_join**(faithpd**$**data **%>% rownames_to_column**("#SampleID")) **%>% ggplot**(**aes**(x=PC1, y=PC2, color=Group, size=faith_pd)) **+ geom_point**() **+**

**xlab**(**paste**("PC1: ", **round**(100*****pco1**$**data**$**ProportionExplained[1], digits = 1), "%")) **+ ylab**(**paste**("PC2: ", **round**(100*****pco1**$**data**$**ProportionExplained[2], digits = 1), "%")) **+ theme_bw**() **+**

**ggtitle**("Unweighted Unifrac")

Unweighted Unifrac

0.1

PC2: 22.1 %

0.0

−0.1

### Group

CON MAL MAL−BG

### faith_pd

5.5

 6.0

 6.5

7.0

−0.1 0.0 0.1

### PC1: 32.1 %

*#aesthetics*

UU <- pco1**$**data**$**Vectors **%>%**

**rename**("#SampleID"=SampleID) **%>%** *#rename to match the metadata table*

**left_join**(metadata) **%>%**

**left_join**(faithpd**$**data **%>% rownames_to_column**("#SampleID")) **%>% ggplot**(**aes**(x=PC1, y=PC2, color=Group, size=faith_pd)) **+ geom_point**() **+**

**xlab**(**paste**("PC1: 32.1%")) **+**

**ylab**(**paste**("PC2: 22.1%")) **+ theme_bw**() **+ ggtitle**("Unweighted UniFrac")

*#Final Graph*

UU **+ scale_color_manual**(values=**c**("black","blue3","deeppink3")) **+ scale_size_continuous**(range=**c**(4,8)) **+**

**theme**(title = **element_text**(size=18, face = "bold"), axis.title.x = **element_text**(size = 16), axis.title.y = **element_text**(size = 16), legend.text = **element_text**(size = 16)) **+**

**guides**(colour = **guide_legend**(override.aes = **list**(size=5)))

**Unweighted UniFrac**

0.1 **Group**

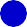

##### CON MAL MAL−BG

**PC2: 22.1%**

0.0 **faith_pd**

##### 5.5

##### 6.0

##### 6.5

##### 7.0

−0.1

−0.1 0.0 0.1

#### PC1: 32.1%

# Pipelines and helpful URLs visited during analyses

###### DESEQ Pipeline [https://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/](https://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html) [doc/DESeq2.html](https://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html)

###### ReactomePA Pipeline [https://bioconductor.org/packages/release/bioc/vignettes/ReactomeP](https://bioconductor.org/packages/release/bioc/vignettes/ReactomePA/inst/doc/ReactomePA.html)A/ [inst/doc/ReactomePA.html](https://bioconductor.org/packages/release/bioc/vignettes/ReactomePA/inst/doc/ReactomePA.html)

###### Code assistance (1) <https://github.com/YuLab-SMU/DOSE/issues/20> (2) [https://www.](https://www.biostars.org/p/363491/)

###### [biostars.org/p/363491/](https://www.biostars.org/p/363491/) (3) [https://forum.qiime2.org/t/tutorial-integrating-qiime2-and-r-for-](https://forum.qiime2.org/t/tutorial-integrating-qiime2-and-r-for-data-visualization-and-analysis-using-qiime2r/4121/19) [data-visualization-and-analysis-using-qiime2r/4121/19](https://forum.qiime2.org/t/tutorial-integrating-qiime2-and-r-for-data-visualization-and-analysis-using-qiime2r/4121/19)

How the deposited data were processed for this re-analysis (not part of the article)

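RNA-Seq was analysed for CD11b+ cells of 4 CON, 5 MAL, and 7 MAL-BG mice, 1 library per mouse. The authors sequenced stranded poly(A) libraries with paired reads, aligned them to GRCm38.p6 with STAR, counted them per gene with HTSeq, and deposited a table of counts that were not normalized. The mode, strand option, and gene annotation used for counting are not named in the text or the supplement. The table has 24421 rows, 27 of which carry names that look like dates, and 2 names stand on more than 1 row. The groups were taken from the names of the columns, which give the group and a running number. These running numbers match no sample title, so the letters in the titles could not be assigned to libraries.

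Counts were analysed in R 4.3.3. Genes with more than 10 counts in at least 4 libraries were kept (14565 genes), library sizes were scaled with the TMM method, and the 3 groups were fitted together with the quasi-likelihood test of edgeR 4.0.16. P values were adjusted by the Benjamini-Hochberg method within each comparison. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 0.58. CPM on the log2 scale used a prior count of 2. PCA used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. Gene lists, 13 for cell types and states and 13 for pathways, were tested with camera in limma 3.58.1, with a preset correlation of 0.01. The marker lists are microglia, choroid plexus, ependyma, neuron, astrocyte, oligodendrocyte, endothelium and mural cells, neutrophil, monocyte, border macrophage, lymphocyte, erythroid, and early response. The pathway lists are MHC class I antigen processing, proteasome, N-glycosylation, mRNA splicing, cathepsins and lysosome, complement, phagocytosis, neurotransmission and synapse, axon guidance, cilium assembly, MAPK signaling, NADPH oxidase, and polyunsaturated lipid oxidation. Differences in single values between groups were tested with two-sided exact permutation tests of the difference of means.

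Median library totals were 12090968 counts in CON, 11826750 in MAL, and 16863746 in MAL-BG. Replicates of a group differed by more than the sampling noise of counting, so precision is set by the spread between mice, given as SD or standard error. The steps were tested on simulated data with 200 genes changed by 1.5 on the log2 scale. The edgeR test called 146 of 200 for MAL-BG versus CON, 150 for MAL-BG versus MAL, and 135 for MAL versus CON, with 7, 5, and 1 calls among the unchanged genes. In 26 simulated lists of 25 genes, the 1 moved list was called and 0 of the others were.

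Genes named one by one were those named in the text of the paper in connection with the RNA-Seq, those of Supplemental File 3a, and, among DEGs of both MAL-BG comparisons whose 7 MAL-BG libraries all lay on the same side of the other 9, the 5 with the largest rise and the 5 with the largest fall against CON. The values of Supplemental File 3a and the heat map of Fig. 3b had been seen when this rule was set. Some genes that the rule names are not reported here. Alternatives were other scalings, DESeq2 without a batch term, other filters on low counts, no fold change threshold, fits of the compared groups only, libraries thinned to a common total, offsets for gene length and GC content, other set tests, other choices in the PCA, and each library left out in turn. Gene length and GC content were known for 14458 genes (99.3%). No batch term was fitted for these results, because no source names the batch of a library, and Reactome was not used here. A DESeq2 fit with a term dividing the MAL-BG libraries served only for the comparison with the paper's values.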

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

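The test of red cell genes was chosen only after the result was seen, while those of choroid plexus genes and of the correlation among neutrophil genes were not. The neutrophil covariate used for S100a8 replaced a first version that had included S100a8 and S100a9.

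Among genes outside those the paper discusses, a list of neutrophil genes was higher in MAL-BG than in CON, with a median log2 fold change of 3.97 over 21 genes, 15 of them DEGs. By adjusted p, 15 were under 0.05 over all genes and 16 adjusted over the list alone. Camera gave an adjusted p of 0.000734 (range over its alternatives 0.000167 to 0.638; fry 0.0943). S100a8 and S100a9 are in the list, 3 of its genes are in another list, and 18 of the 21 had more than 1 CPM in CON. Ngp had 18.8 ± 18.8 CPM (SD, n = 4) in CON, 24.9 ± 21.6 CPM (SD, n = 5) in MAL, and 507 ± 970.1 CPM (SD, n = 7) in MAL-BG, Ltf 8.77 ± 7.40, 15.8 ± 13.0, and 435 ± 685 CPM, and Camp 6.18 ± 6.33, 11.1 ± 10.1, and 240.3 ± 395 CPM. MAL-BG replicate 5 was the highest library in each (2682, 1926, and 1108 CPM), and without it the MAL-BG means were 144 CPM for Ngp, 186 for Ltf, and 95.7 for Camp. The mean log2 CPM of the list was 2.71 in MAL-BG replicate 6, below the highest CON or MAL library (3.45), and at least 3.62 in the other 6 MAL-BG libraries. By contrast, Csf3r, the most abundant gene of the list over all libraries, had 604, 589, and 458 CPM in CON, MAL, and MAL-BG. Within MAL-BG, the means of S100a9 (861 CPM), S100a8 (566 CPM), and Ngp (507 CPM) were above that of Csf3r. Within the 7 MAL-BG libraries S100a8 followed the other neutrophil genes (r = 0.987, exact permutation p = 0.000397, adjusted p = 0.00106 over 16 relations), and within the 9 CON and MAL libraries r was 0.942. With the level of the other neutrophil genes as a covariate, the log2 fold change of S100a8 against CON was 0.52 (adjusted p = 0.141, edgeR). It was also 0.50 with the choroid plexus and neuron levels (adjusted p = 0.885, edgeR), 0.88 with the neuron level alone (adjusted p = 0.777, edgeR), and 2.21 with the choroid plexus level alone (adjusted p = 0.389, edgeR). The neuron level was lower in every MAL-BG library than in every other library, so it takes up the group difference itself. These fits therefore cannot tell whether the drop is specific to neutrophil genes. The correlations are consistent with neutrophils in the CD11b+ fraction as a source of S100a8 and S100a9. Expression of both genes with other neutrophil genes in microglia stays open, as do the entry of neutrophils into the brain and blood left in the tissue, since libraries of whole fractions do not part them.

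A list of lymphocyte genes was also higher, with a median log2 fold change of 1.04 against CON over 11 genes tested of 18, 6 of them DEGs (6 at an adjusted p under 0.05 over all genes, 6 adjusted over the list alone). Its most abundant gene over all libraries, Gzma, had 23.1 CPM in CON, 18.5 in MAL, and 95.2 in MAL-BG. Blood left in the MAL-BG samples and lymphocytes of the tissue cannot be told apart, because only 3 red cell genes had enough counts to be tested and the 4 hemoglobin genes looked up had 0 counts in every library.

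Of 135 groups of libraries checked for a library far from the others, 7 had one, where chance gives 6.75. The mean log2 CPM of the ependyma list was 3.09 in MAL-BG replicate 3, and 2.04 in the next library. That library also had the highest choroid plexus level of its group and the largest share of counts on Ttr (1.27%, at most 0.519% in the others). More RNA of ventricle-lining tissue may explain it, since choroid plexus genes outside Fig. 3b also marked the difference between groups (median log2 fold change -2.67 against CON). For the other 6, no technical or biological explanation was tested. Malat1 had a log2 CPM of 12.8 in MAL replicate 2, the lowest of its group, and Btg2 had 11.9 in CON replicate 1, the highest. Noxo1 was highest in CON replicate 1 (4.67), and Mmp9 in MAL replicate 4 (3.40). Aff2 in MAL-BG replicate 3 (-2.23) and Olfr1507 in MAL-BG replicate 4 (-1.89) were highest in a group with 1 and 2 counts in all.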

How the results depend on the processing

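The scaling of the libraries by the mean log2 CPM, with offsets for gene length and GC content, was chosen only after the result was seen, and all other alternatives were set before the data were examined.

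DEGs between MAL-BG and CON numbered 4820, and between 4301 (only the 2 groups compared) and 5116 (no filter on low counts) under the alternatives set beforehand that keep all libraries and the fold change threshold. Against MAL there were 4423, and between 4202 (offsets for length and GC content) and 4746 (no filter). Between MAL and CON, edgeR called 0 genes under each of these, as did DESeq2 (212 and 241 genes at an unadjusted p under 0.05). With 1 library left out, DEGs ranged from 4048 to 5418 against CON and from 3809 to 4877 against MAL, genes higher in both comparisons from 1001 to 1421, and the share of PC1 from 72.6% to 80.1%.

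Without the fold change threshold, 2889 genes were higher in MAL-BG than in CON, 2940 higher than in MAL, and 2455 higher than in both, since more genes pass. Under the offsets with mean log2 CPM scaling these were 3224, 2908, and 2528. That setting moved the median log2 fold change of all genes from -0.04 to 0.20 against CON and from -0.03 to 0.19 against MAL, so statements on how many genes were higher or lower hold relative to TMM scaling. The offsets alone left these medians at -0.05 and -0.04, and for single genes and lists the share of the offsets and of the scaling was not tested.

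Camera with an estimated correlation called 0 of the marker lists and 0 of the pathway lists in each of the 3 comparisons, and fry called 0 and 0 for MAL versus CON; the cause was not tested. With DESeq2 size factors 1 pathway list was called between MAL and CON. With all libraries, camera called 4 marker lists between MAL and CON, monocytes higher in MAL (median log2 fold change 0.39, adjusted p = 5.40e-05) and neurons (-0.34, 0.00180), choroid plexus (-0.24, 0.0113), and ependyma (-0.22, 0.0129) lower. With 1 library left out, calls between MAL and CON ranged from 1 (without MAL replicate 4) to 7 (without CON replicate 1) for the marker lists and from 0 (without CON replicate 2) to 4 (without CON replicate 1) for the pathway lists. List calls between MAL and CON thus depended on single libraries.

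Several genes changed sign, most of them not called in either comparison, and the cause was not tested. Noxo1 against CON was -0.00282, and 0.0125 with DESeq2 size factors, 0.0121 in DESeq2 without batch, 0.0131 with no filter, 0.000222 with filterByExpr, and 0.10 with the offsets and mean log2 CPM scaling. Under that setting Malat1 was 0.43 against CON and 0.0724 against MAL, Ncf1 0.13 against CON, and Sh3pxd2a, a DEG against CON at -0.68 and at -0.44 against MAL, 0.0805 and 0.26. It also removed the calls of Sh3pxd2b (-0.21 against CON and against MAL). With 1 library left out, values against CON ranged from -0.20 to 0.0373 for Malat1, from -0.17 to 0.19 for Cybb, from -0.10 to 0.0747 for Ncf1, and from -0.14 to 0.37 for Noxo1, and against MAL from -0.00881 to 0.15 for Ncf1. For lists that were not called, the direction changed for the erythroid list under fry (adjusted p = 0.907) and with 1 library left out for the lists of border macrophages (0.102 to 0.844) and erythroid cells (0.768 to 0.925) against CON and MAPK signaling against MAL (0.633 to 0.990). Sh3pxd2a was not called against CON without CON replicate 4 (-0.52). Against MAL, Cybb was called without MAL-BG replicate 5 (-0.67) and Pdgfb without MAL replicate 4 (0.66).

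No paired analysis was possible because the columns of the deposited table carry only running numbers that match no sample title. For that reason the fits set beforehand with the letter of the titles as a batch term in DESeq2 and in edgeR, and with the replicate block, were not run. At this depth and group size, 67.5% of simulated changes of 1.5 on the log2 scale were found between MAL and CON, so smaller changes there were not reliably detectable.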

Differences from the paper's values

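A DESeq2 fit with a term dividing the MAL-BG libraries and the scaling by the mean log2 CPM were tests chosen only after the result was seen, and all other tests in this part were planned.

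The values that differed are log2 fold changes of Supplemental File 3a, where the paper's errors are standard errors. For S100a8 against CON the paper's value is 2.64, and here it was 4.39. For S100a8 against MAL the paper's value is 2.34, and here it was 4.08. Of the alternatives set before the data were examined, only leaving out MAL-BG replicate 5 brought S100a8 within the error of the paper's values (2.98 and 2.67). For S100a9 the paper's values are 2.83 against CON and 2.43 against MAL, and here they were 4.21 and 3.80. Without MAL-BG replicate 5 S100a9 was 2.95 and 2.55, and against CON it also came within the error without CON replicate 3 (4.01).

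For Sh3pxd2b the paper's values are -0.56 against CON and -0.50 against MAL, and here they were -0.81 and -0.76. Against CON, Sh3pxd2b came within the error without CON replicate 4 (-0.75) or without MAL-BG replicate 1 (-0.74), 2 (-0.76), 4 (-0.70), or 7 (-0.68). Against MAL, Sh3pxd2b did so without MAL replicate 3 (-0.68) or without MAL-BG replicate 1 (-0.70), 4 (-0.66), or 7 (-0.64). For Ncf1 against MAL the paper's value is -0.0312 and here it was 0.0608, a difference in sign, and Ncf1 was -0.00881 without MAL-BG replicate 5. None of these gaps was closed by DESeq2 size factors, upper-quartile scaling, DESeq2 without batch, either filter on low counts, fits of the compared groups only, thinned libraries, any other library left out, or the added scaling by the mean log2 CPM.

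The DESeq2 fit with a term that divides the MAL-BG libraries was picked among 126 divisions because it came closest to the paper's fold changes, so it was chosen after seeing the values. It differed from the fold changes of the 11 genes by at most 4.78e-06, and its standard errors and adjusted p, which were not used to pick it, by at most 4.95e-07 and 4.71e-07. By the ratio of group means used for the search, the next best division was off by up to 0.129, and no division by up to 1.75. The fit dropped 0 of the 8 called values of Supplemental File 3a, and gave 1854 genes higher and 2831 lower against CON, and 1871 higher and 2583 lower against MAL. The supplement prints these same counts. With this term S100a8 was 2.64 against CON, so such a term closes the gap to the 4.39 found without it. One side of the division holds only MAL-BG libraries, so this fit compares the other MAL-BG libraries with CON and MAL. Neither the text nor the labels of the samples name the batch of a library, and this fit was used for no other result. Calls differ with these values. Sh3pxd2b does not pass the fold change threshold in the paper's values or in this fit, and was a DEG in both comparisons here. Pdgfb against MAL passes it in both (the paper's value is 0.65), and was not a DEG here (0.51), apart from without MAL replicate 4 (0.66), with no fold change threshold (adjusted p = 0.0330, edgeR), and under the length and GC offsets with mean log2 CPM scaling (0.74), which was chosen after seeing the values and drops 1 of the 8 called values, that of Sh3pxd2a against CON.

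Some statements differ as well. The paper lists Btg2 among genes that are not DEGs, and here it was lower in MAL-BG than in MAL (log2 fold change -0.72, adjusted p = 0.0261, edgeR) and not called against CON. The legend of Fig. 3b describes low variability among the MAL-BG samples, and here the mean distance over the 50 genes was 4.05 within MAL-BG, 3.55 within CON, and 3.58 within MAL (distance to the group mean, exact permutation p = 0.681). The paper names MAPK signaling among the pathways of genes lower in MAL-BG. Here a short list of MAPK genes, which is not the Reactome set, had a median log2 fold change of 0.02 against CON and was not called by camera, while fry called it lower (adjusted p = 0.0325). Fewer genes were higher in MAL-BG here than the paper states, 1659 against CON and 1479 against MAL, and DESeq2 without batch gave 1836 and 1731.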

Other observations

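The tests of whether single microglial genes rise by the same factor, of the early response genes and of their relation to choroid plexus RNA, and of choroid plexus and neuronal RNA as the whole cause, were chosen only after the result was seen.

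Marker genes of other brain cells were lower in MAL-BG. The list of choroid plexus epithelium had a median log2 fold change of -2.62 against CON (21 of 21 genes lower, camera, adjusted p = 4.50e-09), and -2.67 without the genes shown in Fig. 3b. Ttr, its most abundant gene, had 23107 CPM in CON, 19054 in MAL, and 4746 in MAL-BG. Of its genes, 2 are in Fig. 3b and 0 in another list. The ependyma list had a median of -1.85 (camera, adjusted p = 6.29e-08), though its most abundant gene, Pltp, did not fall (423, 376, and 429 CPM). The neuron list had a median of -2.40 (camera, adjusted p = 1.50e-08, 19 genes called lower and 1 higher). Of its 22 genes, 7 are in another list. Rtn1, its most abundant gene by the mean over all libraries (115 CPM), rose from 91.4 CPM in CON to 146 in MAL-BG. That rank does not hold within each group, since Camk2a, with a mean of 88.9 CPM over all libraries, fell strongly (log2 fold change -4.28 against CON). The astrocyte list was also lower (-0.90, camera, adjusted p = 0.00268). With all libraries, the lists of oligodendrocytes (0.15), endothelium and mural cells (0.35), monocytes (-0.22), border macrophages (-0.52), and erythroid cells (0.09, 3 genes) were not called against CON. With 1 library left out, camera called the endothelial list against CON in 4 fits. Its adjusted p ran from 0.00192 (without CON replicate 4) to 0.516 (without CON replicate 1). The oligodendrocyte list was called in 1 fit (camera, adjusted p = 0.0348 without CON replicate 4). The monocyte list was at -0.00 under the length and GC offsets with mean log2 CPM scaling. Against MAL, the monocyte list was lower (-0.75, camera, adjusted p = 0.0163) and the endothelial list higher (0.67, camera, adjusted p = 0.0172; fry 0.175). Both calls depended on single libraries. The monocyte call was lost in 1 fit (camera, adjusted p = 0.0668 without MAL-BG replicate 6). The endothelial call was lost in 2 (camera, adjusted p up to 0.153, without MAL replicate 4). Every marker list had more than 1 CPM in CON for all genes tested except that of neutrophils, so the fraction itself holds these RNAs.

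RNA of choroid plexus and of neurons in the CON and MAL samples may therefore account for part of the genes lower in MAL-BG, with medians of -2.67 and -2.40. Within each set of libraries PC1 followed the choroid plexus level (r = -0.947 over the 7 MAL-BG libraries, exact permutation p = 0.000794, rho = -0.964, exact permutation p = 0.00278, adjusted p = 0.00181 and 0.00635, r = -0.868 without the 2 farthest; r = -0.980 over the 9 CON and MAL libraries, exact permutation p = 0.000124, rho = -0.917, exact permutation p = 0.00131, adjusted p = 0.000661 and 0.00525, r = -0.939 without the 2 farthest; 16 relations). The PCA did not leave out the genes of these lists, so this describes what PC1 holds and does not test a cause. The levels of neurons and microglia did not follow PC1 within MAL-BG (r = -0.460 and 0.493, exact permutation p = 0.306 and 0.255, rho = -0.286 and 0.0357, exact permutation p = 0.556 and 0.963, adjusted p = 0.327 and 0.291 for r, 0.593 and 0.963 for rho, r = -0.0693 and -0.400 without the 2 farthest). Over the CON and MAL libraries r was -0.815 for neurons and 0.833 for microglia (exact permutation p = 0.00763 and 0.00474, adjusted p = 0.0111 and 0.00759, rho = -0.667 and 0.667, exact permutation p = 0.0589 for each, adjusted p = 0.0857 for each, r = -0.565 and 0.729 without the 2 farthest). With the choroid plexus level as a covariate 1160 genes were still lower against CON, 1680 with the neuron level, and 1816 with both. These levels are means over short lists and were themselves lower in MAL-BG, and both together left more genes than either alone. The adjustment may thus be incomplete, so this test can neither exclude such RNA as the whole cause nor size its share. Whether dissection, dissociation, or the condition changed these shares stays open.

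The list of microglial genes was higher, with a median of 0.86 (22 of 22 genes higher, camera, adjusted p = 5.14e-10). Of these genes 9 are in another list, 13 are in Fig. 3b, and 5 are named in the paper. A higher share of microglial RNA would lower the markers of all other cells alike. The level of the oligodendrocyte list minus that of the neuron list was 2.15 higher on the log2 scale in MAL-BG than in the other groups (exact permutation p = 8.74e-05, the smallest that 11440 splits give), which argues against it as the only change. The rise of 13 of 22 microglial genes differed from the mean of the list (exact permutation tests, adjusted p under 0.05), so a common factor alone does not account for those genes. RNA of other cells changed as well, so neither test parts a change in composition from a change of expression in microglia. A change of microglial expression with the condition stays open as a hypothesis.

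Early response genes, which rise during tissue dissociation, had a median of -0.47 against CON (camera, adjusted p = 0.0592) and -0.69 against MAL (camera, adjusted p = 0.00647), and 9 of 24 were called lower against CON and 2 higher. With 1 library left out, camera called the list against CON in 7 fits. Its adjusted p ran from 0.00327 (without MAL-BG replicate 2) to 0.516 (without CON replicate 1). Against MAL, the call was lost without MAL replicate 4 (camera, adjusted p = 0.0910), so both results depended on single libraries. Of these genes 9 are in Fig. 3b and 2 in another list, and Jun had 4103 CPM in CON, 5704 in MAL, and 3597 in MAL-BG. With their level as a covariate, DEGs against CON numbered 6033, so it is not the cause of the DEGs as a whole. A difference in dissociation and an effect of the condition cannot be told apart for the 9 early response genes called lower, because no source gives the date of a dissociation. Choroid plexus RNA did not carry them, because over the 9 CON and MAL libraries the early response level fell as the choroid plexus level rose (r = -0.859, exact permutation p = 0.00447, rho = -0.85, exact permutation p = 0.00607, adjusted p = 0.00759 and 0.0120, r = -0.817 without the 2 farthest). Over the 7 MAL-BG libraries r was -0.842, and 0.431 without the 2 farthest, so there it rests on those libraries.

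Library size did not explain the DEGs, since 4714 were called against CON with every library thinned to the same total, nor did trends on gene length and GC content, since 4578 were called with offsets for both. Of 100 splits of the MAL-BG and CON libraries, only 1, the real one, gave as many DEGs, and the same held for 1 of 100 splits of the MAL-BG and MAL libraries, so chance can be excluded for both. For MAL versus CON, edgeR and DESeq2 called 0 genes (212 and 241 at an unadjusted p under 0.05), a number that all 100 of 100 splits must reach, so their count tests nothing there. By genes at an unadjusted p under 0.05, 56 of 100 splits gave as many as the 212, so chance cannot be excluded with all libraries. That count depends on single libraries, with 1087 genes without CON replicate 1, 130 without CON replicate 2, and 128 without MAL replicate 1, for which no splits were counted.

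Of 13 genes of immune proteins that the paper measured in other experiments, 4 were called against CON and 9 against MAL (5 and 9 at an adjusted p under 0.05 over all genes, 5 and 9 adjusted over the list alone). Cx3cr1 (chromosome 9 from 120048683 to 120068296) had 3075 ± 908 CPM (SD, n = 4) in CON, 3609 ± 1106 CPM (SD, n = 5) in MAL, and 7720 ± 2347 CPM (SD, n = 7) in MAL-BG, a log2 fold change of 1.33 against CON and 1.10 against MAL (adjusted p = 0.00105 and 0.00220, edgeR). The mRNA splicing list, at a median of 0.27 against CON (24 of 34 genes higher, camera, adjusted p = 0.00843), had 2 genes called higher and 2 lower.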
